# RiboTag RNA Sequencing Identifies Local Translation of HSP70 in Astrocyte Endfeet After Cerebral Ischemia

**DOI:** 10.3390/ijms26010309

**Published:** 2025-01-01

**Authors:** Bosung Shim, Prajwal Ciryam, Cigdem Tosun, Riccardo Serra, Natalya Tsymbalyuk, Kaspar Keledjian, Volodymyr Gerzanich, J. Marc Simard

**Keywords:** stroke, ischemia, astrocytes, perivascular endfeet, RNAseq, RiboTag, translatome, heat shock protein, proteostasis

## Abstract

Brain ischemia causes disruption in cerebral blood flow and blood–brain barrier integrity, which are normally maintained by astrocyte endfeet. Emerging evidence points to dysregulation of the astrocyte translatome during ischemia, but its effects on the endfoot translatome are unknown. In this study, we aimed to investigate the early effects of ischemia on the astrocyte endfoot translatome in a rodent cerebral ischemia and reperfusion model of stroke. To do so, we immunoprecipitated astrocyte-specific tagged ribosomes (RiboTag IP) from mechanically isolated brain microvessels. In mice subjected to middle cerebral artery occlusion and reperfusion and contralateral controls, we sequenced ribosome-bound RNAs from perivascular astrocyte endfeet and identified 205 genes that were differentially expressed in the endfoot translatome after ischemia. The main biological processes associated with these differentially expressed genes included proteostasis, inflammation, cell cycle/death, and metabolism. Transcription factors whose targets were enriched amongst upregulated translating genes included HSF1, the master regulator of the heat shock response. The most highly upregulated genes in the translatome were HSF1-dependent *Hspa1a* and *Hspa1b*, which encode the inducible HSP70. Using qPCR, Western blot, and immunohistochemistry, we confirmed that HSP70 is upregulated in astrocyte endfeet after ischemia. This coincided with an increase in ubiquitination across the proteome that suggests that ischemia induces a disruption in proteostasis in astrocyte endfeet. These findings suggest a robust proteostasis response to proteotoxic stress in the endfoot translatome after ischemia. Modulating proteostasis in endfeet may be a strategy to preserve endfoot function and BBB integrity after ischemic stroke.

## 1. Introduction

Ischemic stroke is a leading cause of death in the United States and worldwide [1,2,3]. The vast majority of strokes are caused by cerebral ischemia, which results in cerebral edema [4], impaired cerebral blood flow (CBF) [5], neuroinflammation [6], blood–brain barrier (BBB) disruption [7], and widespread cell death [8]. Astrocytes play a central role in maintaining an intact central nervous system (CNS) and responding to brain injury. In particular, astrocytes are responsible for maintaining BBB integrity [9], regulating cerebral blood flow [10], and locally transporting ions and metabolites [11,12]. Many of these functions occur at perivascular endfeet, which directly contact and ensheathe cerebral blood vessels as part of the neurogliovascular unit [13]. As such, astrocytes and their perivascular endfeet are important potential therapeutic targets for improving outcomes in ischemic stroke.

As we have recently reported, astrocyte endfeet exhibit highly dynamic responses to cerebral ischemia, including cationic fluxes that lead to cerebral edema [14]. Yet classically, the cellular response to ischemia and other molecular stresses also involves the activation of highly-conserved transcriptional programs, such as the heat shock response [15] and the hypoxia response [16]. It is poorly understood how such responses might arise in cellular compartments, like astrocyte perivascular endfeet, that are far away from the nucleus. This is a question of general importance to stress responses in the nervous system, in which numerous cell types have complex morphology with essential compartments at great distances from the nucleus. The susceptibility of the BBB and the essential role of astrocyte perivascular endfeet in maintaining it make the mechanisms of local stress response in distal compartments particularly relevant to ischemic stroke.

It is increasingly evident that local protein translation is essential to the function of such cellular compartments [17]. In astrocytes, perivascular endfeet possess the necessary machinery, including the endoplasmic reticulum and Golgi apparatus [18], to sustain a specialized proteome [19,20]. Recently, protein translation of a large repertoire of endfoot-localized mRNA has been reported [18,21]. Similarly, local translatomes have been identified in perisynaptic processes [22,23]. These seminal findings were made following the conception and optimization of the RiboTag approach to isolate ribosome-bound RNA from specific brain cell types from RiboTag transgenic mice [24,25]. This approach has been used to show that major shifts in the astrocyte translatome occur after ischemia, including the translation of stress response and transcription factor genes [26,27]. Yet it is not known whether a distinct translational response occurs specifically in astrocyte endfeet in response to ischemia. In the present study, we aimed to characterize the translatome of perivascular endfeet at an early reperfusion time point in mice following severe ischemia. We observe a wide range of translatomic responses in astrocyte endfeet after ischemia, most notably a marked increase in the translation of the canonical heat shock protein HSP70, suggesting a locally encoded stress response occurring far away from the soma.

## 2. Results

### 2.1. Validation of Endfoot RiboTag Isolations After Middle Cerebral Artery Occlusion (MCAo)

To characterize the astrocyte endfoot-specific translatome from the post-ischemic brain, we immunoprecipitated (IP’d) RiboTag and ribosome-bound RNA from mechanically isolated microvessels [28], as previously reported (Figure 1A) [18]. The RiboTag IP relies on the transgenic expression of a GFP-tagged RPL10a ribosomal protein driven by an *Aldh1l1* promoter, which largely restricts expression to astrocytes [18,25]. Astrocyte specificity has been shown to persist following brain ischemia [27].

We first sought to validate the approach for use in a model of stroke in which mice are subjected to 2 h of ischemia via MCAo and 6 h reperfusion. Ischemia has previously been shown to induce morphological changes in perivascular endfeet such as swelling [29] and degeneration [30]. We immunolabelled for GFP in brain section from the transgenic mice following MCAo and reperfusion, and found that GFP was detected in S100B+ astrocytes, including in perivascular domains with minimal localization over CD31+ vessels (Figure 1B). This suggested that GFP-tagged ribosomes were expressed specifically in astrocytes. The GFP signals were detected in isolated microvessels from the post-ischemic brain including co-labelling over AQP4^+^ astrocyte endfeet, suggesting that RiboTag expression survives the mechanical isolation of microvessels (Figure 1C). STED imaging to visualize nanometer-sized GFP puncta in isolated post-ischemic microvessels revealed that GFP remains primarily perivascular (Figure 1D). Using a magnetic bead-conjugated anti-GFP antibody to IP eGFP-tagged RPL10a (Supplementary Figure S2), we confirmed detectable levels of RiboTag in GFP-IP’d post-ischemic microvessel lysates (Figure 1E). qPCR of RiboTag-IP’dmRNA from isolated microvessels after stroke revealed enrichment of astrocyte markers *Aqp4* and *Gfap* [31,32], as well as depletion of vascular markers including *Pecam1*, *Cldn5* (endothelial cells), *Pdgfrb* (pericytes), and *Acta2* (vascular smooth muscle cells) (Figure 1F). To confirm that the preparation excludes astrocyte soma, we verified that the astrocytic transcription factor SOX9 was absent in mechanically isolated post-ischemic microvessels (Supplemental Figure S1A) [33]. Furthermore, the nuclear pore complex (NPC) protein NUP153 was depleted in enzymatically digested and magnetically sorted ACSA2+ astrocyte endfeet (Supplemental Figure S1B) [19]. These results collectively verified that perivascular astrocytic RiboTag and ribosome-bound mRNA were detectable in post-ischemic isolated microvessels, and further established a molecular signature in perivascular astrocyte endfeet distinct from that in the soma.

### 2.2. Quality Assessment of RiboTag RNA Sequencing

To identify changes in the translatome induced by stroke, we extracted RNA from endfoot ribosomes and performed bulk RNA sequencing. 

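Astrocyte endfeet wrap the blood vessels of the brain, and the RNA on their ribosomes was sequenced from 3 male RiboTag mice of 10 to 12 weeks. In these mice the promoter of *Aldh1l1*, which is active in astrocytes, drives a ribosomal protein tagged with GFP, so that an antibody to GFP pulls down the ribosomes of astrocytes with their RNA. Each mouse went through 2 h of occlusion of a middle cerebral artery and 6 h of reperfusion. Microvessels with endfeet attached were isolated from both hemispheres, which gave 1 Contralateral (CTR) and 1 Stroke library per animal. Libraries with the same number were taken to come from the same animal, as in the paper's model, and the state was compared within animals. The authors trimmed the read pairs with Trimmomatic 0.33 and aligned them to the mouse genome build mm39 with STAR 2.7.5a, which counted the uniquely mapped pairs of each gene on each strand.

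The libraries held 42878716 to 94612516 read pairs each, of which 12492041 to 29254581 were counted in genes on the strand used here. The 10862 genes with at least 10 counts in at least 3 libraries were tested with edgeR's quasi-likelihood F test on TMM-normalized counts, with the animal as a block and Benjamini–Hochberg adjustment. Log2 fold changes are Stroke over Contralateral, and values per animal are differences in log2 CPM with a prior count of 2. Before the deposited counts were examined, but after the paper and the readable part of its Table S4, which holds results from these libraries, had been seen, 42 gene lists were written, 27 of pathways and 15 of cell types. Several lists, among them the heat shock, Notch and Wnt lists, hold genes that the paper names from these libraries. Their counts are thus not independent evidence. The 38 lists with at least 5 tested genes were each compared with the other tested genes by limma's camera test, with a preset correlation between genes of 0.01. With a correlation estimated from the data, camera rests on the few residual degrees of freedom of 6 libraries. A list that misses the threshold there is thus not shown to be unchanged.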

As it has been reported that poly(A) selection can introduce bias into RNA sequencing data sets [34], we sought to determine whether adequate sequencing depth could be achieved without selection. We sequenced 67 ± 18 million reads per sample, of which 63 ± 1% were mapped uniquely. Of those reads not uniquely mapped, we aligned 1 million per sample against the genomic sequence of *Mus musculus* 45S pre-ribosomal RNA (NR_046233.2) and determined that 82 ± 0.02% were ribosomal in origin (Figure 2A). This suggests that the relatively low unique mapping rate in our samples is a result of the absence of complete rRNA depletion. 

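Ribosomal RNA made up most of the counts in genes. *Rn18s-rs5* (ENSMUSG00000119584.1), a copy of the 18S rRNA gene on chromosome 17 of GRCm39 from 40157244 to 40159092, held 84.0% ± 1.69 (SD, n = 3) of the counts in genes in Contralateral libraries and 86.1% ± 1.31 (SD, n = 3) in Stroke libraries. *Lars2*, which encodes the mitochondrial leucyl-tRNA synthetase, held 5.03% ± 0.489 and 5.00% ± 0.890 (SD, n = 3 each), and the miRNA gene *Mir6236* held 1.81% ± 0.228 and 1.82% ± 0.256. Whether the pairs counted at *Lars2* and *Mir6236* come from transcripts of these genes was not tested. All other protein-coding genes of the nuclear genome together held 8.68% ± 2.27 of the counts in Contralateral and 6.48% ± 2.12 in Stroke libraries (SD, n = 3 each); this share was lower, and that of the 18S rRNA gene higher, in the Stroke library of each of the 3 animals. This leaves 512624 counts of such genes in Stroke 2, the lowest number, and 2469069 in Contralateral 1, the highest.

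The mean was 66784800 ± 20034600 pairs per library (SD, n = 6), of which 63.5% ± 1.04 mapped uniquely, 10.6% ± 0.431 mapped to more than 1 place and 25.9% ± 0.782 did not map. Of the uniquely mapped pairs, 49.2% ± 1.07 fell in genes and 49.4% ± 2.31 outside genes on the strand counted.

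**Figure D1:**
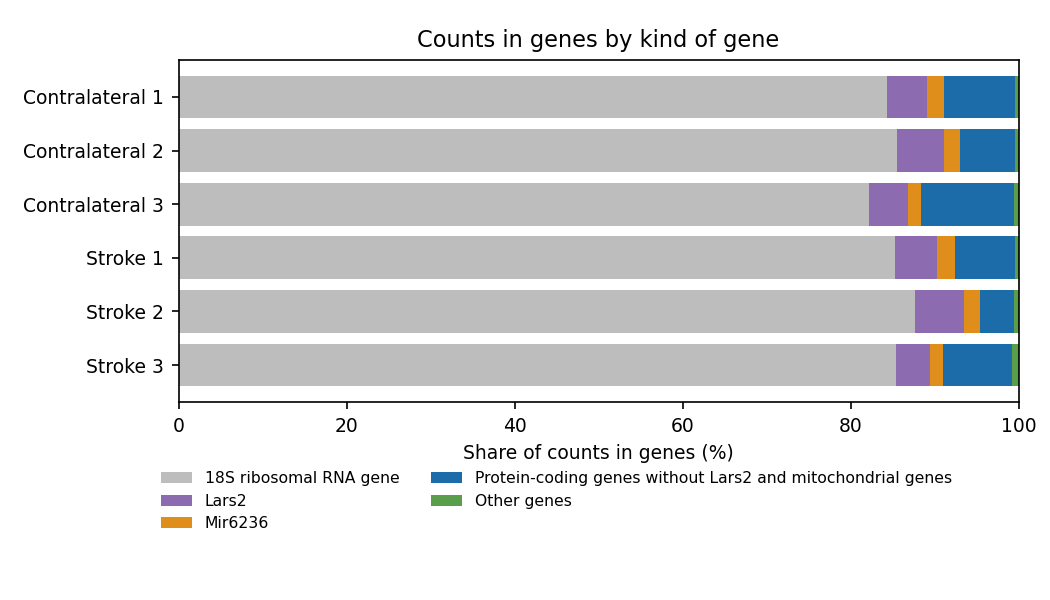
Share of the counts in genes (percent) held by the 18S rRNA gene, *Lars2*, *Mir6236*, other protein-coding genes and the remaining genes in each of the 6 libraries. The 18S rRNA gene holds 82.2% to 87.6% in every library.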

As the proportion of rRNA is expected to be much higher in whole transcriptome samples, our results suggest that the RiboTag approach substantially enriches for mRNA, which may serve as an internal control for the quality of ribosome isolation. 

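Levels of the 10862 tested genes followed each other across libraries, and most closely between Contralateral 1 and Contralateral 2, with Pearson's r = 0.991 for rlog values. The lowest r, 0.935, was that of Contralateral 3 and Stroke 2. Among the most abundant transcripts was that of *Gfap*, the intermediate filament protein of astrocytes, with 9894 ± 3997 normalized counts in Contralateral and 10286 ± 4603 in Stroke libraries (SD, n = 3 each). These correlations are across genes, and genes are not independent replicates. With log2 CPM in place of rlog values, and with Spearman's correlation of counts, the lowest value was 0.753.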

As another quality control measure, we found read counts to be >90% correlated with each other across all samples (Figure 2B).

### 2.3. Features of the Post-Ischemic Endfoot Translatome

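The first component (PC1) set both libraries of animal 3 apart from the libraries of animals 1 and 2. PC1 held 61.0% of the variance of the rlog values of 10862 genes, with scores of 37.8 for Contralateral 3 and 33.4 for Stroke 3 and scores from -23.6 to -8.80 for the other 4 libraries. Transcripts higher in animal 3 had the largest loadings on PC1. Among them were *Bc1*, a non-coding RNA of neurons, *Kif1a* and *Kif1b*, which encode motor proteins of axonal transport, and *Mag*, a gene of myelin. Their mean log2 CPM in animal 3 exceeded those in animals 1 and 2 by 5.01 (*Bc1*), 4.04 (*Kif1a*), 4.39 (*Kif1b*) and 3.75 (*Mag*). These 4 genes were chosen after their values were seen, and no test was run on them. Other genes ranked as high, such as *Dsp*, *Cep89* and *Map7* at ranks 2, 3 and 5. Across 10640 genes, the excess in animal 3 rose with the length of the coding sequence (Spearman's correlation 0.442).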

Principal component analysis of the transcriptome data set revealed two major components contributing to the variation in the data (Figure 3, Table S3). Contralateral (CTR) and ischemia/reperfusion (Stroke) samples were clearly distinguished by PC2. 

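On PC2, which held 18.4% of the variance, the Contralateral libraries scored 12.0 to 15.2 and the Stroke libraries -21.5 to -8.15. The difference between states accounted for 0.912 of the variance of PC2 as squared Pearson correlation, and for 0.00281 of that of PC1. Without replicate 3, the states parted on PC1 (0.838 of its variance) and not on PC2 (0.155).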

From our data set, we found that 86 genes were upregulated and 119 genes were downregulated in post-ischemic endfeet compared to contralateral endfeet. 

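After ischemia and reperfusion, 252 genes rose and 312 fell in the ribosome-bound RNA of endfeet (edgeR, adjusted p under 0.05, of 10862 genes). Of these, 198 rose and 156 fell by more than 2-fold, and 248 of the genes that rose and all 312 that fell moved the same way in all 3 animals. The genes were called on these same within-animal differences, so that this agreement is no separate evidence. The genes that rose furthest encode heat shock proteins, cytokines, an acute phase protein and proteins of the injury response, whereas those that fell furthest include the Wnt inhibitor *Sfrp5*, the Wnt receptor *Fzd10* and the Notch targets *Heyl* and *Nrarp*.

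*Cxcl1* (ENSMUSG00000029380.12), which encodes a chemokine that attracts neutrophils, rose from 2.50 ± 4.33 to 33.6 ± 17.7 normalized counts (SD, n = 3 each), a log2 fold change of 4.04 (standard error 0.77, adjusted p = 0.0085 from edgeR). The size of that fold is not stable, since 2 of the 3 Contralateral libraries hold 0 counts of *Cxcl1*: it was 2.87 without replicate 1 and 8.37 without replicate 2. *Cd14*, a co-receptor for endotoxin, had a log2 fold change of 2.81 (standard error 0.47), and *Lgals3*, which encodes galectin-3, one of 2.65 (standard error 0.52). *Il11*, a cytokine of the interleukin-6 family, rose at low counts, from 2.62 ± 2.28 to 19.6 ± 13.4 normalized counts (SD, n = 3 each). Of the genes that fell furthest, *Castor1*, which encodes an arginine sensor of the mTORC1 pathway, went from 42.5 ± 20.9 to 8.11 ± 5.45 normalized counts (SD, n = 3 each; log2 fold change -2.55, standard error 0.46, edgeR adjusted p = 0.0033). *Rbm38*, an RNA-binding protein gene, had a log2 fold change of -2.23 (standard error 0.46), and *Smyd1*, a histone methyltransferase gene, one of -2.37 (standard error 0.68). *Six3os1*, *Gm19410* and *Gm44421*, which have little known function, had log2 fold changes of -2.20 to -2.05. Without replicate 1, *Cxcl1*, *Cd14*, *Lgals3*, *Castor1* and *Rbm38* lost their calls (edgeR adjusted p from 0.13 to 0.17), and *Il11*, *Smyd1*, *Six3os1* and *Gm44421* lost theirs whichever replicate was left out, as did *Gm19410* without replicate 1 or replicate 3.

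Immediate early genes, which cells switch on within minutes of a stimulus, all had positive values, and some rose. Of 25 tested, 12 rose and none fell (18 and 0 adjusted over the list alone), with a median log2 fold change of 1.35 (camera adjusted p = 5.1e-16, and adjusted p = 0.293 with an estimated correlation). *Fos*, a subunit of the AP-1 transcription factor, had a log2 fold change of 1.86 (standard error 0.21, edgeR adjusted p = 3.1e-05), and *Ccn1*, which encodes a matrix protein, one of 2.48 (standard error 0.27). Neuronal markers were also higher in Stroke libraries, with a median log2 fold change of 0.64.

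Most calls rest on the pairing of hemispheres: without the animal as a block edgeR called 0 genes in either direction (334 higher and 234 lower at an unadjusted p under 0.05), limma-voom called 0 and 0, and DESeq2 called 19 higher and 7 lower, all of them among the calls with the block. After the mean of each state was taken off, the values of both hemispheres correlated by 0.552 in animal 2 and 0.747 in animal 3, above any correlation with another animal (at most 0.422), but by 0.297 in animal 1, for which the data do not decide the pairing. With the block, DESeq2 called 142 and 205 with its Wald test and 86 and 119 as s-values after shrinkage, and edgeR called 49 and 25 without replicate 1, 266 and 193 without replicate 2 and 236 and 138 without replicate 3. Together with its protein measurements, the paper proposes from the rise of *Hspa1a* and *Hspa1b* that their translation in endfeet answers a disruption of proteostasis.

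**Figure D2:**
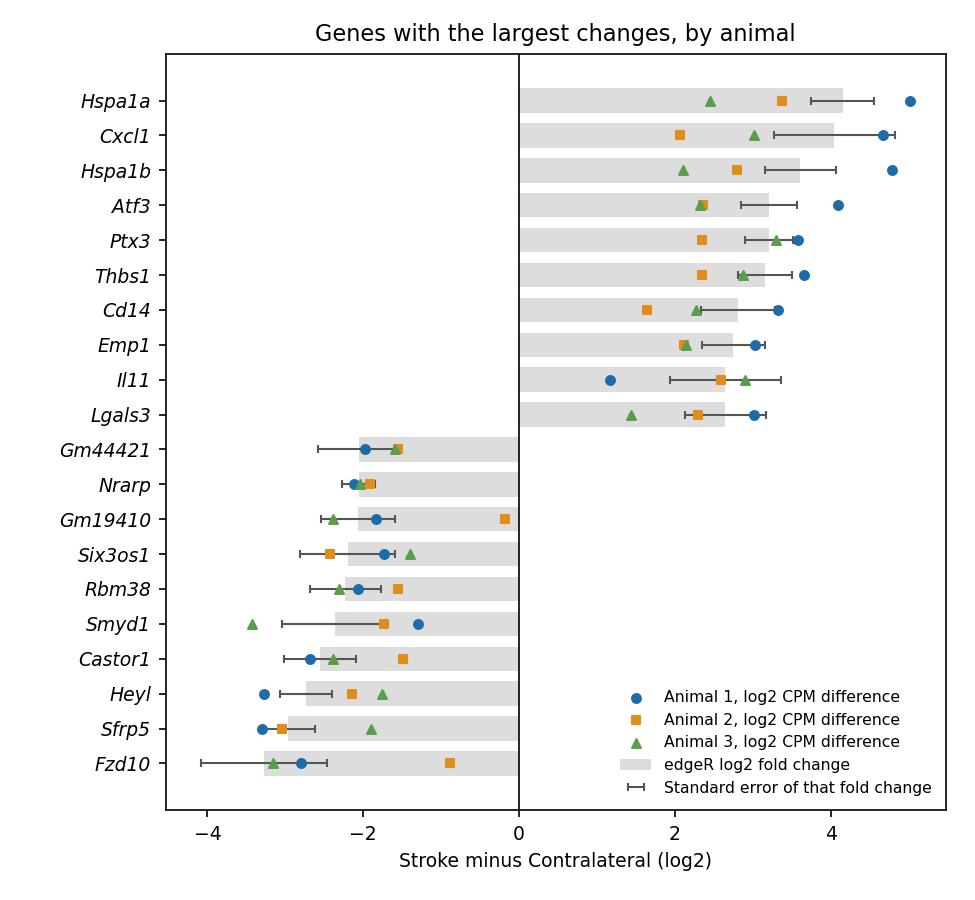
Log2 fold change of the genes that rose and fell furthest, with points for each of the 3 animals. *Hspa1a*, *Cxcl1* and *Hspa1b* lie at the top with 4.15, 4.04 and 3.61.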

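The genes with the largest loadings on PC2 were *Hspa1a*, *Hspa1b*, *Ptx3*, *Atf3*, *Cxcl1* and *Thbs1*, all with higher values in Stroke libraries. The first pair encodes inducible HSP70, *Ptx3* encodes the acute phase protein pentraxin 3, *Atf3* a transcription factor of the stress response, *Cxcl1* a chemokine and *Thbs1* the matrix protein thrombospondin 1. With the sign of PC2 turned so that Stroke libraries have the positive scores, their loadings ran from 0.0706 (*Hspa1a*) to 0.0498 (*Thbs1*). *Atf3* (ENSMUSG00000026628.14) rose from 17.7 ± 15.9 to 151 ± 98.0 normalized counts (SD, n = 3 each), a log2 fold change of 3.20 (standard error 0.36, adjusted p = 3.8e-05 from edgeR). On the other side of PC2, with the same turned sign, *Sfrp5* and *Heyl* had the most negative loadings among the leading 20, with -0.0478 and -0.0430. *Sfrp5* encodes an inhibitor of Wnt signaling, and *Heyl* is a target of Notch. *Actn2*, which encodes an actinin, ranged from -5.27 to -0.37 in log2 difference between the hemispheres of the 3 animals, and its log2 fold change of -1.75 (standard error 1.27, edgeR adjusted p = 0.58) did not pass the test. Without replicate 3, *Actn2* passed it (edgeR adjusted p = 0.018).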

Of the six genes that contribute most to the variation in PC2, five are significantly differentially expressed: *Hspa1a* (log_2_Fold Change: 3.51, *s*-value: 1.37 × 10^−8^), *Hspa1b* (log_2_Fold Change: 3.06, *s*-value: 3.21 × 10^−7^), *Ptx3* (log_2_Fold Change: 2.93, *s*-value: 2.72 × 10^−8^), *Sfrp5* (log_2_Fold Change: −2.58, *s*-value: 4.51 × 10^−5^), and *Heyl* (log_2_Fold Change: −2.32, *s*-value: 1.65 × 10^−4^) (Figure 3C and Figure 4, Table S4). 

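Transcripts of the mitochondrial genome were higher in Stroke libraries of animals 2 and 3, with little difference in animal 1. Of the 13 protein-coding genes of mitochondrial DNA, 6 had enough counts to be tested, and 2 of them rose (4 adjusted over the list alone). *mt-Cytb*, which encodes cytochrome b, rose from 151 ± 79.5 to 455 ± 286 normalized counts (SD, n = 3 each), a log2 fold change of 1.45 (standard error 0.27, adjusted p = 0.0081 from edgeR). *mt-Nd1*, a subunit of complex I, had a log2 fold change of 1.15 (standard error 0.24, edgeR adjusted p = 0.0087). *mt-Nd2*, another subunit of complex I, went from 45.0 ± 21.4 to 153 ± 81.0 normalized counts (SD, n = 3 each), with 0.09, 2.91 and 2.05 in animals 1, 2 and 3, and did not pass the test (log2 fold change 1.63, standard error 0.57, edgeR adjusted p = 0.20). The list had a median log2 fold change of 0.07, 2.13 and 1.55 in the 3 animals (camera adjusted p = 8.4e-05, and adjusted p = 0.335 with an estimated correlation). Without replicate 3, the call of *mt-Nd1* was lost (edgeR adjusted p = 0.065). *mt-Nd2* was called without replicate 1 (edgeR adjusted p = 0.0032), without replicate 2 (edgeR adjusted p = 0.034) and by DESeq2 (adjusted p = 0.0085).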

We also detected the upregulation of three mitochondrial genes (*mt-Cytb*, *mt-Nd2*, and *mt-Nd1*), which cytosolic ribosomes would not typically translate. This may reflect the release of mitochondrial transcripts from fragmented mitochondria in the setting of ischemia [35].

We next asked whether the translatome response to stroke in astrocyte endfeet resembles that previously reported in whole astrocytes in a model similar, but not identical, to our own [27]. To maintain consistency, we re-aligned and analyzed raw data files from RiboTag sequencing reads of astrocytes at four hours after ischemia. We found a highly significant overlap between differentially expressed genes (DEGs) in endfeet and whole astrocytes, especially among upregulated genes (Figure 2D). This included a prominent activation of heat shock response genes like *Hspa1a* and *Hspa1b*, as well as hypoxia response genes like *Hmox1* and acute phase response genes like *Ptx3*. Nevertheless, 45% of genes detected as upregulated in endfeet were not detected as upregulated in whole astrocytes. 

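Some chaperone genes rose in endfeet after ischemia, first among them the pair that encodes inducible HSP70. *Hspa1a* (ENSMUSG00000091971.4, chromosome 17 of GRCm39 from 35188166 to 35191132) went from 8.38 ± 2.90 normalized counts in Contralateral to 150.5 ± 107 in Stroke libraries (SD, n = 3 each), a log2 fold change with standard error 0.40 and an edgeR adjusted p = 3.1e-05. *Hspa1b* (ENSMUSG00000090877.4, from 35175412 to 35178214) went from 13.2 ± 2.70 to 175 ± 145 normalized counts, with a standard error of 0.45 and an edgeR adjusted p = 0.0013. Of 24 heat shock genes, 5 rose and none fell (10 and 0 adjusted over the list alone), with a median log2 fold change of 0.59 (camera adjusted p = 3.4e-07, and adjusted p = 0.314 with an estimated correlation). *Serpinh1*, a collagen chaperone, had a log2 fold change of 1.13 (standard error 0.24, edgeR adjusted p = 0.0090), and *Dnaja1*, a co-chaperone of HSP70, one of 0.94 (standard error 0.22, edgeR adjusted p = 0.018).

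*Hmox1* (ENSMUSG00000005413.9, chromosome 8 from 75820241 to 75827217), which encodes the heme-degrading enzyme heme oxygenase 1, rose from 223 ± 168 to 526 ± 244 normalized counts (SD, n = 3 each), a log2 fold change of 1.36 (standard error 0.27, edgeR adjusted p = 0.0099). In a list of 25 hypoxia response genes, to which *Hmox1* was added because the paper names it from these samples, 5 rose and none fell (7 and 4 adjusted over the list alone), so that this count is not independent evidence. The median of that list was 0.12 (camera adjusted p = 0.043, and adjusted p = 0.363 with an estimated correlation). *Plin2*, a lipid droplet protein gene, had a log2 fold change of 1.71 (standard error 0.31) and *Hk2*, a hexokinase gene, one of 1.42 (standard error 0.33). Of 21 targets of NRF2, the regulator of the antioxidant response, 5 rose, *Hmox1* among them, and none fell (7 and 1 adjusted over the list alone), with a median of 0.33 (camera adjusted p = 6.1e-04, and adjusted p = 0.293 with an estimated correlation; not called by fgsea, adjusted p = 0.062). *Srxn1*, which encodes an enzyme that restores oxidized peroxiredoxins, had a log2 fold change of 1.42 (standard error 0.23, edgeR adjusted p = 0.0011).

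*Ptx3* (ENSMUSG00000027832.6, chromosome 3 from 66127331 to 66133226) rose from 17.8 ± 10.8 to 161 ± 90.5 normalized counts (SD, n = 3 each), a log2 fold change of 3.20 (standard error 0.31, edgeR adjusted p = 1.7e-05). Without replicate 1, the calls of *Hmox1* (log2 fold change 0.88, edgeR adjusted p = 0.091), *Serpinh1* (0.16), *Dnaja1* (0.25), *Plin2* (0.077) and *Hk2* (0.067) were lost, and the hypoxia list was not called without replicate 3 (camera adjusted p = 0.274), with offsets for GC content and length (0.071) or with unstranded counts (0.069). Markers of microglia and of neurons were higher in the same Stroke libraries, with medians of 1.41 and 0.64.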

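Several genes of the Notch pathway fell in endfeet after ischemia. Notch receptors pass signals between neighbouring cells, and *Hes5*, *Heyl* and *Nrarp* are targets that Notch switches on. *Hes5* (ENSMUSG00000048001.8, chromosome 4 of GRCm39 from 155045373 to 155046828) went from 145 ± 43.0 to 37.2 ± 10.9 normalized counts (SD, n = 3 each), a log2 fold change of -1.95 (standard error 0.25, adjusted p = 1.6e-04 from edgeR), with -1.85, -1.98 and -1.88 in the 3 animals. *Heyl* (chromosome 4 from 123127349 to 123143682) went from 126 ± 90.6 to 18.9 ± 9.08 normalized counts, a log2 fold change of -2.73 (standard error 0.33, edgeR adjusted p = 6.6e-05). *Nrarp* (chromosome 2 from 25070770 to 25073351), a feedback inhibitor of the pathway, had a log2 fold change of -2.06 (standard error 0.21, edgeR adjusted p = 3.1e-05), and the receptor gene *Notch2* one of -0.90 (standard error 0.20, edgeR adjusted p = 0.014).

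Of 18 Notch genes tested, 8 fell and none rose (10 and 0 adjusted over the list alone), and the median log2 fold change was -0.73 (camera adjusted p = 1.7e-07, and adjusted p = 0.293 with an estimated correlation). *Hes5*, *Heyl* and *Nrarp*, which the paper names from these samples, are among the 8, so that this count is not independent evidence. Markers of astrocytes were also lower, with a median of -0.63. The call of *Notch2* was lost without replicate 1, without replicate 2 and without replicate 3 (edgeR adjusted p from 0.061 to 0.11), while those of *Hes5*, *Heyl* and *Nrarp* were kept.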

Only two downregulated genes overlapped between the two data sets, the *Hes5* transcription factor gene and the poorly characterized gene *RP23-391P21.4*. 

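Markers of astrocytes were lower in Stroke than in Contralateral libraries, and markers of neurons were higher. Of 34 astrocyte genes, 6 fell and none rose (14 and 0 adjusted over the list alone; camera adjusted p = 9.8e-10, and adjusted p = 0.363 with an estimated correlation). *Agt*, which encodes angiotensinogen, fell from 1304 ± 392 to 377 ± 122 normalized counts (SD, n = 3 each), a log2 fold change of -1.79 (standard error 0.24, adjusted p = 2.8e-04 from edgeR). *Slc6a11*, a GABA transporter gene, had a log2 fold change of -1.33 (standard error 0.25), and *Fgfr3*, a growth factor receptor gene, one of -1.21 (standard error 0.23). *Aqp4*, the water channel of endfeet, had a log2 fold change of -0.17 (standard error 0.22, edgeR adjusted p = 0.73), and *Gfap* one of 0.05 (standard error 0.30, edgeR adjusted p = 0.96). Of 13 genes of the endfoot membrane, of which 7 are also in the astrocyte list, all had negative values and 1, *Hepacam*, fell (7 adjusted over the list alone; median -0.56, camera adjusted p = 9.6e-05, and adjusted p = 0.321 with an estimated correlation).

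Some RNAs retained in the nucleus rose, while *Meg3* and *Snhg11*, which are also in the neuronal list, were not called. *Neat1* rose from 26.4 ± 6.44 to 106 ± 18.8 normalized counts (SD, n = 3 each), a log2 fold change of 1.96 (standard error 0.29, edgeR adjusted p = 5.3e-04), and *Malat1* had one of 1.16 (standard error 0.29, edgeR adjusted p = 0.025). Both were among 6 such RNAs tested (2 also adjusted over the list alone; median 0.62, camera adjusted p = 0.025, and adjusted p = 0.293 with an estimated correlation).

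Of 26 neuronal markers, 6 rose and none fell (12 and 1 adjusted over the list alone), with medians of 1.18, 0.53 and 0.16 in animals 1, 2 and 3 (camera adjusted p = 9.4e-05, and adjusted p = 0.437 with an estimated correlation). *Nrgn*, which encodes a calmodulin-binding protein of dendrites, had a log2 fold change of 1.43 (standard error 0.22, edgeR adjusted p = 6.6e-04), and *Snap25*, a gene of synaptic vesicle release, one of 1.35 (standard error 0.23, edgeR adjusted p = 0.0024). Of 9 oligodendrocyte markers, 1, the myelin gene *Mag*, fell and none rose (1 and 3 adjusted over the list alone), with a median of 0.19 that did not pass the test (camera adjusted p = 0.282). In the list of 9 oligodendrocyte precursor markers, 3 fell, *Cspg4*, *Gpr17* and *Olig1* (3 lower and 1 higher adjusted over the list alone; median -0.40, camera adjusted p = 0.029, and adjusted p = 0.326 with an estimated correlation). None of the 10 neutrophil markers or the 7 red blood cell transcripts had enough counts to be tested. Without replicate 1, 8 of the 12 genes named here with a call lost it (edgeR adjusted p from 0.058 for *Slc6a11* to 0.32 for *Hepacam*), whereas *Agt*, *Neat1*, *Nrgn* and *Snap25* kept theirs whichever replicate was left out. *Hepacam*, *Malat1*, *Gpr17* and *Olig1* also lost theirs without replicate 2, and *Hepacam*, *Fgfr3* and *Gpr17* without replicate 3. The precursor list was not called without replicate 2 (camera adjusted p = 0.072) or without the block (camera adjusted p = 0.064) and the nuclear RNA list not without replicate 3 (camera adjusted p = 0.0545).

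**Figure D3:**
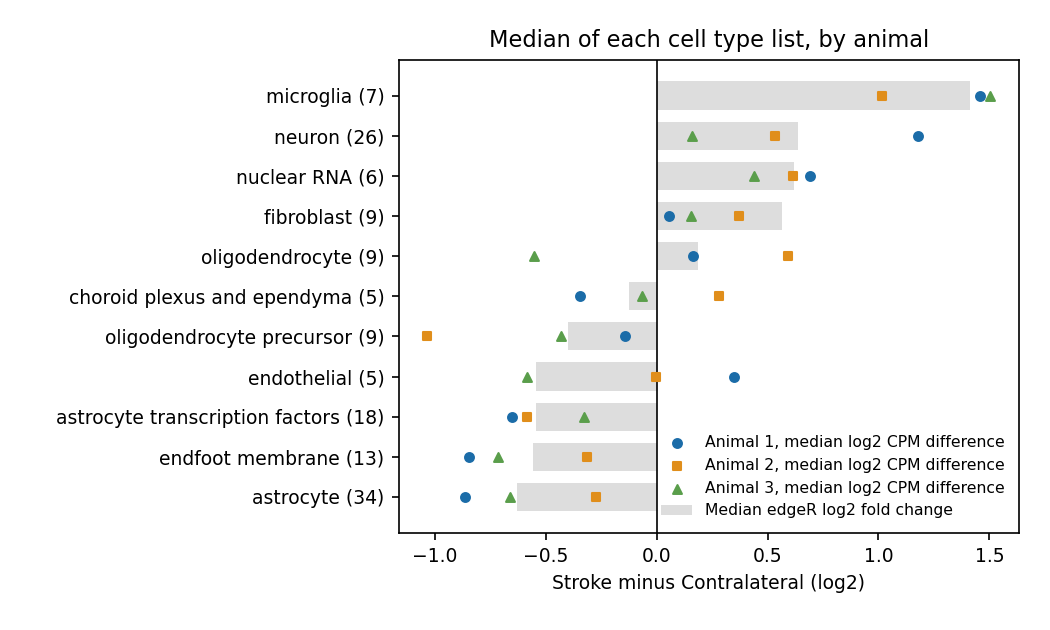
Median log2 fold change of each cell type list with at least 5 tested genes, with points for the median log2 CPM difference in each of the 3 animals. Medians run from -0.63 in astrocyte genes to 1.41 in microglial genes.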

As we detect transcription factors and somatic marker genes in our data set, we cannot completely exclude the presence of RNA from cell bodies.

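Genes of cell death, the interferon response, growth and protein breakdown had higher values in Stroke libraries, with changes of different size. Of 19 genes of p53 signaling and apoptosis, 8 rose and none fell (10 and 0 adjusted over the list alone), with a median log2 fold change of 0.97 (camera adjusted p = 5.2e-06, and adjusted p = 0.296 with an estimated correlation). *Gadd45b* and *Gadd45g*, which answer DNA damage and stress, had log2 fold changes of 2.08 (standard error 0.35) and 1.32 (standard error 0.22), and *Sesn2*, a stress-induced inhibitor of mTORC1, one of 1.23 (standard error 0.32, edgeR adjusted p = 0.029). Of 6 cell cycle genes with enough counts, 1, *Ccnd1*, which encodes cyclin D1, rose (also 1 adjusted over the list alone; log2 fold change 1.57, standard error 0.31, edgeR adjusted p = 0.0065), and the list median was 0.44 (camera adjusted p = 0.034, and adjusted p = 0.363 with an estimated correlation). Of 14 interferon-stimulated genes, 3 rose and none fell, with the same counts adjusted over the list alone (median 0.60, camera adjusted p = 1.8e-05, and adjusted p = 0.293 with an estimated correlation). *Gbp2*, a GTPase gene, had a log2 fold change of 2.21 (standard error 0.33, edgeR adjusted p = 5.9e-04), and *Tap1*, which loads peptides for antigen presentation, one of 2.24 (standard error 0.56, edgeR adjusted p = 0.024). Microglial markers, 4 of 7 of which rose, and neuronal markers, 6 of 26 of which rose, were higher in the same libraries (medians 1.41 and 0.64).

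None of the 28 growth genes under MYC was called by edgeR (also none adjusted over the list alone), though 26 had positive values, with a median of 0.45 (camera adjusted p = 9.4e-06, and adjusted p = 0.310 with an estimated correlation). Among them, *Ncl*, which encodes nucleolin, had a log2 fold change of 0.60 (standard error 0.21, edgeR adjusted p = 0.10). For the proteasome, 28 of 31 subunit genes had positive values and none was called, over all genes or adjusted over the list alone (median 0.23, camera adjusted p = 0.0032, and adjusted p = 0.363 with an estimated correlation). *Psmd3*, a subunit of its regulatory particle, had a log2 fold change of 0.48 (standard error 0.20, edgeR adjusted p = 0.19). Of 14 genes of ubiquitin handling and autophagy, 10 had positive values and none was called in either adjustment (median 0.32, camera adjusted p = 0.037, and adjusted p = 0.335 with an estimated correlation). *Sqstm1*, an autophagy receptor gene, had a log2 fold change of 0.57 (standard error 0.21, edgeR adjusted p = 0.13).

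Of the 38 lists, 33 passed camera with the preset correlation and 0 with an estimated correlation or with limma's fry. Both of the latter rest on few residual degrees of freedom, so that a missed threshold there does not show a list to be unchanged. With the preset correlation, the other 9 splits of the 6 libraries gave 7 to 24 lists past the same threshold (7 to 15 in the 3 that part both hemispheres of every animal, as the real one does). With the animal as a block, each of these splits still holds the Stroke difference of at least 1 animal. They therefore do not show how many lists would pass without any Stroke difference. *Gadd45b*, *Gadd45g*, *Sesn2*, *Gbp2* and *Tap1* lost their calls without replicate 1 (edgeR adjusted p from 0.050 to 0.50) and *Ccnd1* without replicate 3. The log2 fold change of *Sesn2* was 0.67 without replicate 1. The cell cycle list was not called without replicate 3 (camera adjusted p = 0.579) or by fgsea (adjusted p = 0.213), the proteasome list without replicate 1 (camera adjusted p = 0.061), and the ubiquitin list without replicate 1 (0.059), without replicate 2 (0.064), without replicate 3 (0.230), with offsets for GC content and length (0.077), with unstranded counts (0.052) or by fgsea (0.251).

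**Figure D4:**
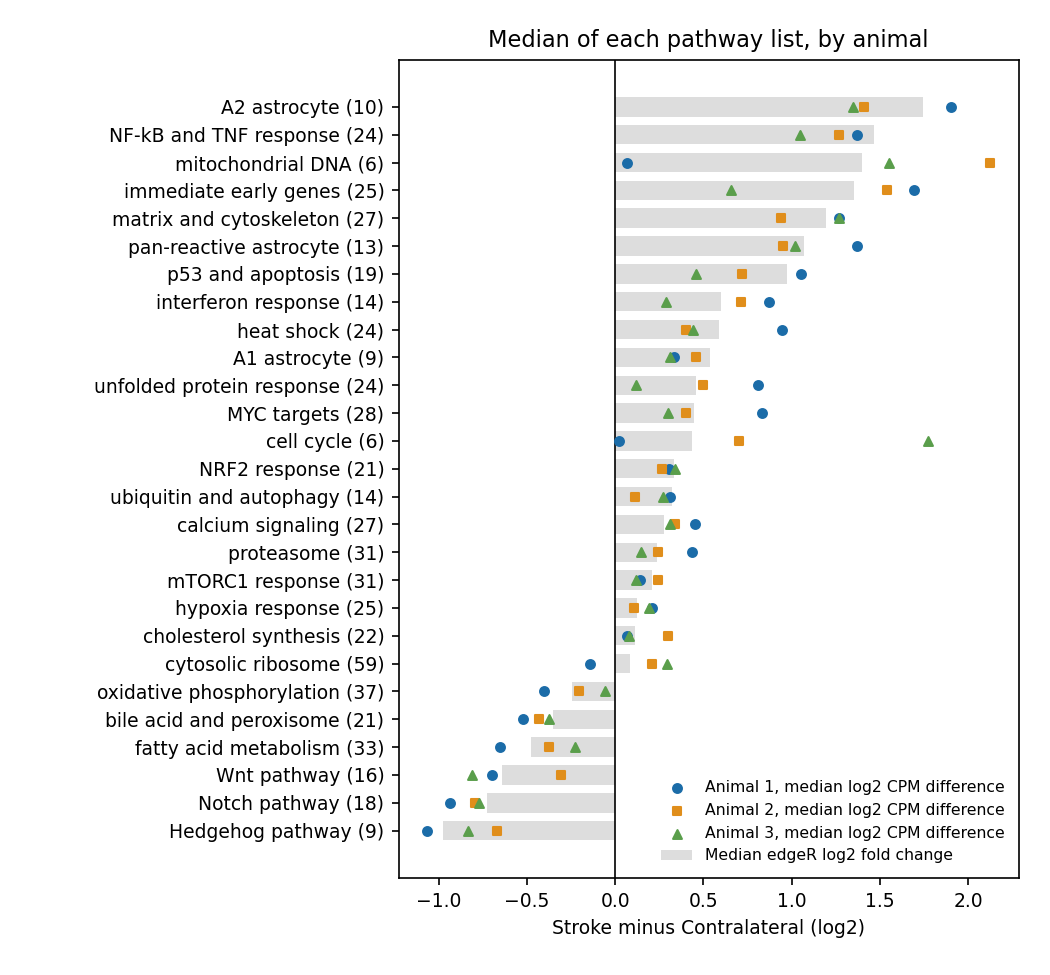
Median log2 fold change of each pathway list with at least 5 tested genes, with points for the median log2 CPM difference in each of the 3 animals. The list of genes that ischemia induces in astrocytes (A2) has the highest median, 1.74, and the Hedgehog list the lowest, -0.98.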

GSEA revealed a range of enriched pathways associated with cell cycle/death, inflammation, metabolism, and proteostasis (Figure 5A, Table S5). 

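Lists of fatty acid metabolism, of bile acid synthesis and peroxisomes and of nuclear genes of the respiratory chain had negative medians in Stroke libraries, though none as low as that of astrocyte markers, and the respiratory chain genes of mitochondrial DNA had higher values. Of 33 genes of fatty acid metabolism, 4 fell and none rose (12 and 1 adjusted over the list alone), with a median log2 fold change of -0.48 (camera adjusted p = 1.8e-04, and adjusted p = 0.293 with an estimated correlation). *Srebf1*, which encodes the transcription factor that drives fatty acid synthesis, fell from 641 ± 206 to 273 ± 52.0 normalized counts (SD, n = 3 each), a log2 fold change of -1.19 (standard error 0.20, adjusted p = 0.0020 from edgeR). *Acsl3*, which activates fatty acids, had a log2 fold change of -0.96 (standard error 0.20), and *Fads2*, a desaturase gene, one of -0.84 (standard error 0.23). Of 21 genes of bile acid synthesis and peroxisomes, 4 fell and none rose (6 and 0 adjusted over the list alone), with a median of -0.35 (camera adjusted p = 0.0032, and adjusted p = 0.293 with an estimated correlation). The 4 were *Abca1* (log2 fold change -0.89, standard error 0.20), which exports cholesterol, *Abca2* (-1.12, 0.24) and *Abcd2* (-0.89, 0.24), which encode other lipid transporters, and *Idh2* (-1.02, 0.20), which encodes a mitochondrial isocitrate dehydrogenase.

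Of 37 nuclear genes of oxidative phosphorylation, 34 had negative values and 1, *Cox8a*, a subunit of cytochrome c oxidase, fell (log2 fold change -0.71, standard error 0.20, edgeR adjusted p = 0.048; none adjusted over the list alone). That list had medians of -0.40, -0.21 and -0.06 in animals 1, 2 and 3 (camera adjusted p = 0.0088, and adjusted p = 0.477 with an estimated correlation). Of 22 genes of cholesterol synthesis, 1, *Fdft1*, which encodes squalene synthase, rose (log2 fold change 0.78, standard error 0.22, edgeR adjusted p = 0.044; also 1 adjusted over the list alone), and the list did not pass (median 0.11, camera adjusted p = 0.093). Without replicate 1, the list of oxidative phosphorylation was not called (camera adjusted p = 0.255) and that of cholesterol synthesis was (camera adjusted p = 0.022). Of the genes named here, *Srebf1* kept its call whichever replicate was left out, *Acsl3* lost it without replicate 1 (edgeR adjusted p = 0.13), *Abca2* without replicate 2 (edgeR adjusted p = 0.11) and the others without at least 2 of the 3.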

Amongst downregulated genes, all enriched pathways were related to metabolism, including oxidative phosphorylation and two pathways related to lipid metabolism (bile acid metabolism and adipogenesis). 

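The targets of TNF and NF-κB had one of the higher medians of the pathway lists. Of 24 tested, 15 rose and none fell (17 and 0 adjusted over the list alone), with a median log2 fold change of 1.47 and medians of 1.37, 1.27 and 1.05 in the 3 animals (camera adjusted p = 4.1e-16, and adjusted p = 0.293 with an estimated correlation). *Cd44*, which encodes a receptor for the matrix sugar hyaluronan, rose from 46.0 ± 5.10 to 186 ± 33.0 normalized counts (SD, n = 3 each), a log2 fold change of 2.01 (standard error 0.23, adjusted p = 3.8e-05 from edgeR). *Maff*, a transcription factor gene, had a log2 fold change of 2.27 (standard error 0.33, edgeR adjusted p = 5.3e-04), and *Cebpd*, a transcription factor of the acute phase response, one of 1.42 (standard error 0.21, edgeR adjusted p = 5.3e-04). Markers of microglia, the immune cells of the brain, were higher too, with all 7 that were tested at positive values and 4 of them past the test (5 adjusted over the list alone; camera adjusted p = 7.9e-06, and adjusted p = 0.293 with an estimated correlation). The complement genes *C1qa*, *C1qb* and *C1qc* rose from 17.9 ± 8.03, 9.29 ± 5.66 and 8.54 ± 3.91 to 52.0 ± 24.4, 45.1 ± 21.4 and 42.9 ± 29.0 normalized counts (SD, n = 3 each). Without replicate 1 the calls of *Maff* (edgeR adjusted p = 0.062), *C1qa* (0.13) and *C1qb* (0.13) were lost, and without replicate 3 those of *C1qa* (0.081), *C1qb* (0.11) and *C1qc* (0.12).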

Notably, the most enriched pathway is TNFα signaling via NF-κB. Pathways for the unfolded protein response and the mTOR pathway were also significantly enriched among upregulated genes.

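Genes of the unfolded protein response, which cells use when proteins misfold in the endoplasmic reticulum, had mostly positive values, and a minority rose. Of 24 tested, 5 rose and none fell (7 and 0 adjusted over the list alone), with a median log2 fold change of 0.46 and medians of 0.81, 0.50 and 0.12 in animals 1, 2 and 3 (camera adjusted p = 1.6e-04, and adjusted p = 0.363 with an estimated correlation). *Hspa5*, the main chaperone of the endoplasmic reticulum, went from 264 ± 85.2 to 504 ± 115 normalized counts (SD, n = 3 each), a log2 fold change of 0.97 (standard error 0.26, adjusted p = 0.038 from edgeR). *Ppp1r15a*, which restores translation after stress, had a log2 fold change of 1.56 (standard error 0.27, edgeR adjusted p = 0.0021), *Chac1*, a glutathione-degrading enzyme gene, one of 2.06 (standard error 0.50) and *Xbp1*, a transcription factor gene of this response, one of 1.10 (standard error 0.29).

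Of 31 genes of nutrient supply under mTORC1, 5 rose and none fell (6 and 3 adjusted over the list alone), with a median of 0.21 (camera adjusted p = 0.037, and adjusted p = 0.293 with an estimated correlation). *Txnrd1*, thioredoxin reductase, had a log2 fold change of 1.09 (standard error 0.24), *Bcat1*, an enzyme of branched-chain amino acids, one of 1.02 (standard error 0.24) and *Slc7a11*, the cystine transporter, one of 0.89 (standard error 0.23). The mTORC1 list was not called without replicate 2 (camera adjusted p = 0.060), without replicate 3 (camera adjusted p = 0.062) or with offsets for GC content and length (camera adjusted p = 0.061). Without replicate 1, the 7 genes named here lost their calls (edgeR adjusted p from 0.11 for *Ppp1r15a* to 0.54 for *Chac1*; *Hspa5*, *Xbp1*, *Txnrd1*, *Bcat1* and *Slc7a11* between), and the log2 fold changes of *Chac1*, *Hspa5* and *Txnrd1* were 1.26, 0.62 and 0.69. Neuronal markers (median 0.64) and microglial markers (median 1.41) were higher as well.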

As we recently showed marked calcium influx in perivascular astrocyte endfeet induced by ischemia [14], we wondered whether calcium-responsive genes were differentially expressed in stroke (Figure 5B, Table S6). The Gene Ontology Biological Process term ‘Cellular Response to Calcium Ion’ was found to be enriched in upregulated genes (Benjamini–Hochberg-adjusted *p* = 3.3 × 10^−2^, NES = 1.7) and is the only enriched ion-response term (Table S5). 

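Genes of calcium signaling and calcium-responsive genes changed in both directions, with more of them higher. Of 27 tested, 7 rose and 1 fell (7 and 2 adjusted over the list alone), with a median log2 fold change of 0.28 (camera adjusted p = 0.0011, and adjusted p = 0.293 with an estimated correlation). *Thbs1* and *Itpkb*, which the paper names from these samples, are in the list, so its count is not independent evidence. *Egr1*, a transcription factor gene that calcium entry switches on, rose from 117 ± 43.8 to 472 ± 161 normalized counts (SD, n = 3 each), a log2 fold change of 2.04 (standard error 0.23, adjusted p = 3.8e-05 from edgeR). *Junb*, a subunit of AP-1, had a log2 fold change of 1.35 (standard error 0.21, edgeR adjusted p = 6.6e-04). Both are also immediate early genes, and both kept their calls whichever replicate was left out. In the same libraries 6 of 26 neuronal markers rose, with a list median of 0.64 (1.18 in animal 1).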

The calcium-regulated transcriptome was recently defined in glomerular podocytes based on calcium ionophore challenge [36]. Like astrocytes, glomerular podocytes participate in regulating vascular permeability [37]. We found no overlap in downregulated genes, but a significant overlap in upregulated genes (odds ratio = 9.7, Holm–Bonferroni-adjusted Fisher exact test *p* = 2.7 × 10^−4^).

Given the prominent role that the heat shock response plays in the post-ischemic astrocyte endfoot translatome, we sought to further validate these changes using qPCR (Figure 4B). In addition to the upregulation of *Hspa1a* and *Hspa1b*, we find that *Sfrp5*, the most downregulated gene in our translatome data set, is also decreased in expression based on qPCR. Similarly, the most upregulated and downregulated calcium-responsive genes in *Thbs1* and *Itpkb*, respectively, are also significantly changed in expression in our data set.

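In the sequencing data, *Sfrp5* (ENSMUSG00000018822.8, chromosome 19 of GRCm39 from 42186410 to 42190691), which encodes a secreted inhibitor of Wnt signaling, fell from 106 ± 48.7 to 13.0 ± 1.94 normalized counts (SD, n = 3 each). This is a log2 fold change of -2.96 (standard error 0.34, adjusted p = 3.8e-05 from edgeR), with -3.30, -3.04 and -1.91 in the 3 animals. Some receptors and targets of Wnt signaling fell as well. *Fzd10*, a Wnt receptor gene at low counts, went from 17.0 ± 5.91 to 2.35 ± 2.76 normalized counts, a log2 fold change of -3.27 (standard error 0.81, edgeR adjusted p = 0.022). *Fzd2*, another receptor gene, had a log2 fold change of -1.65 (standard error 0.23, edgeR adjusted p = 3.7e-04), and *Axin2*, a target of the pathway, one of -1.31 (standard error 0.32, edgeR adjusted p = 0.020). Of 16 Wnt genes tested, 4 fell and none rose (7 and 0 adjusted over the list alone; camera adjusted p = 9.4e-05, and adjusted p = 0.293 with an estimated correlation), with a median of -0.64, close to that of astrocyte markers. *Sfrp5*, which the paper names from these samples, is 1 of these 4, so that the count is not independent evidence. The call of *Fzd10* was lost without replicate 1 (edgeR adjusted p = 0.40) and without replicate 3 (0.083), and that of *Axin2* without replicate 1 (0.29). *Sfrp5* and *Fzd2* kept their calls whichever replicate was left out.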

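*Thbs1* (ENSMUSG00000040152.9, chromosome 2 of GRCm39 from 117941974 to 117957616), which encodes the matrix protein thrombospondin 1, rose from 11.8 ± 6.00 normalized counts in Contralateral to 98.1 ± 19.2 in Stroke libraries (SD, n = 3 each). Its log2 fold change was 3.15 (standard error 0.35, adjusted p = 3.1e-05 from edgeR), with 3.66, 2.35 and 2.87 in the 3 animals. *Itpkb* (ENSMUSG00000038855.11, chromosome 1 from 180158036 to 180252367), a kinase of the calcium-releasing messenger inositol trisphosphate, fell from 1093 ± 405 to 512 ± 183 normalized counts, a log2 fold change of -1.08 (standard error 0.21, edgeR adjusted p = 0.0067), with -1.38, -0.99 and -0.85 in the 3 animals. In the calcium list, *Thbs1* had the highest value and *Itpkb* the lowest. Without replicate 1, *Itpkb* lost its call (edgeR adjusted p = 0.096).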

### 2.4. Regulatory Features of Differentially Expressed Genes

We next investigated potential mechanisms of regulation of the endfoot translatome. Given recent evidence that RNA structural features are associated with expression in the endfoot translatome, we tested whether sequence length and GC content differed in control and stroke tissue (Figure 6A,B). We found that upregulated genes tend to have longer 5′-UTRs and protein-coding sequences, while downregulated genes tend to have shorter 3′-UTRs and protein-coding sequences. 

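Genes that rose had shorter coding sequences (CDS) and shorter 3′-UTRs than other tested genes, and genes that fell had longer CDS and longer 5′-UTRs. The median CDS was 1222 bases in 236 genes that rose against 1512 in the 10130 other tested genes with annotated UTRs, and 1857 in 288 genes that fell against 1500 in the other 10078 (permutation test, two-sided, Holm-adjusted p = 1.2e-04 for both, the smallest that 100000 permutations and 12 comparisons can give). The 3′-UTRs of genes that rose had a median of 1236 bases against 1569 (Holm-adjusted permutation p = 0.0155), and the 5′-UTRs of genes that fell one of 353 bases against 296 (Holm-adjusted permutation p = 0.0155). Neither the 5′-UTRs of genes that rose (337 against 296 bases, Holm-adjusted permutation p = 0.321) nor the 3′-UTRs of genes that fell (1726 against 1556 bases, Holm-adjusted permutation p = 0.0993) passed the test. Among genes that rose, the CDS of *Hspa1a* has 1926 bases, that of *Ptx3* 1146 and that of *Hmox1* 870. Genes, not animals, are the units of this test. Of the 12 comparisons of length and GC content, 8 passed, against 1 with the genes called without replicate 1, 5 without replicate 2 and 3 without replicate 3. CDS and 5′-UTR length of genes that fell did not pass whichever replicate was left out (Holm-adjusted permutation p from 0.104 to 1; without replicate 1 these 5′-UTRs had a median of 249 bases against 297), and for genes that rose CDS length did not pass without replicate 1 (1) and 3′-UTR length without replicate 1 (1) or replicate 3 (0.796). The median CDS of genes that fell stayed longer, with 2670, 1716 and 1714 bases against 1506, 1503 and 1503 without replicates 1, 2 and 3. These sets were smaller, with 23, 175 and 122 genes that fell. The 3′-UTR length of genes that rose and the 5′-UTR length of genes that fell were not past the threshold for genes called with offsets for GC content and length, chosen after seeing the data (Holm-adjusted permutation p = 0.0892 for both), nor was the former with the median over all transcripts (0.0505).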

On average, both upregulated and downregulated genes have higher GC content in the protein-coding region than do genes in the translatome as a whole, but only downregulated genes tend to have a higher GC content in the 3′-UTR. 

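Coding sequences were richer in GC both in genes that rose (median 56.3% against 53.3% in the other tested genes) and in genes that fell (56.0% against 53.3%; permutation test, two-sided, Holm-adjusted p at the smallest value it can give for both). The 3′-UTRs of genes that fell had a median GC content of 46.5% against 44.7% (Holm-adjusted permutation p = 0.0029), and those of genes that rose one of 45.4% against 44.8% (Holm-adjusted permutation p = 0.587). The 5′-UTRs of genes that rose had a lower GC content (62.9% against 65.2%, Holm-adjusted permutation p = 0.0029), and those of genes that fell did not pass the test (64.9% against 65.2%, Holm-adjusted permutation p = 0.941). The difference in 3′-UTRs of genes that fell was not past the threshold with the genes called without replicate 1 (Holm-adjusted permutation p = 0.587), without replicate 2 (0.159), without replicate 3 (0.438) or with offsets for GC content and length, chosen after seeing the data (0.0637), where that in 3′-UTRs of genes that rose was (0.0382). The difference in 5′-UTRs of genes that rose was not past it with the genes called by ashr (0.150), without replicate 1 (1) or without replicate 3 (0.796), nor that in the CDS of genes that fell without replicate 1 (0.0880).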

Reasoning that these features may affect translation in part through selection by specific RNA-binding proteins, we tested the association between differential expression in stroke and dependence on the Quaking RNA-binding protein (QKI). It was recently shown that deletion of QKI alters the translatome of maturing astrocytes [38]. We found that 9.2% of downregulated genes (odds ratio = 10.7, Holm–Bonferroni-adjusted Fisher exact test *p* = 3.2 × 10^−8^), but no upregulated genes, were QKI-dependent (Figure 6C). Conversely, an unbiased search of transcription factors using the TFLink database [39] revealed only transcription factors enriched in upregulated genes (Figure 6D, Tables S7 and S8). These included HSF1, the master regulator of the heat shock response, as well as a number of transcription factors associated with inflammation (e.g., NFκB1) and cell cycle/death (e.g., FOSL1, RB1). 

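Of the genes for these transcription factors, *Fosl1* rose in endfeet, and *Hsf1*, *Nfkb1* and *Rb1* did not pass the test. *Fosl1* (ENSMUSG00000024912.7), which encodes a subunit of AP-1, went from 15.6 ± 11.2 to 78.0 ± 36.3 normalized counts (SD, n = 3 each), a log2 fold change of 2.43 (standard error 0.36, adjusted p = 5.3e-04 from edgeR). *Hsf1* had 41.1 ± 7.74 and 30.3 ± 12.5 normalized counts (SD, n = 3 each), a log2 fold change of -0.51 (standard error 0.35, edgeR adjusted p = 0.45). *Nfkb1*, which encodes a subunit of NF-κB, had a log2 fold change of 0.41 (standard error 0.31, edgeR adjusted p = 0.51), and *Rb1*, which holds back the cell cycle, one of -0.35 (standard error 0.30, edgeR adjusted p = 0.57). Without replicate 1, *Fosl1* lost its call (edgeR adjusted p = 0.074).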

Interestingly, DAND5 has been reported to be a negative regulator of angiogenesis [40]. These transcription factors form a network of shared regulation, with many genes under the influence of multiple transcription factors (Figure 6E). While *Hspa1a* and *Hspa1b*, canonical genes in the heat shock response, are transcriptionally activated by HSF1, they differ in terms of additional genetic interactions with other transcription factors. FOSL1, for example, regulates *Hsp1a* but not *Hspa1b*, while DAND5 and SP3 regulate *Hspa1b* but not *Hspa1a*.

### 2.5. Upregulation of HSP70 and Protein Ubiquitination in Post-Ischemic Endfeet

Given that *Hspa1a* and *Hspa1b* were the most upregulated genes in the post-ischemic endfoot translatome, we asked whether their protein product, inducible HSP70, was more abundant in endfeet after stroke. 

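*Hspa1a* and *Hspa1b* lie side by side on chromosome 17 and encode nearly the same protein, so part of their reads cannot be told apart. Of the windows of 100 bases along the *Hspa1a* transcript of 2967 bases, 48.6% also occur in annotated transcripts of other genes, and of those along the *Hspa1b* transcript of 2803 bases, 49.9%. Since uniquely mapped pairs alone were counted, the counts of both genes leave out pairs from shared stretches, and the split between the copies is less certain than the rise of the pair. Both rose in all 3 animals, with log2 differences of 5.02, 3.38 and 2.45 for *Hspa1a* and 4.78, 2.79 and 2.11 for *Hspa1b* in animals 1, 2 and 3. Both also kept their calls without replicate 1, without replicate 2 and without replicate 3.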

We isolated astrocyte endfeet from post-ischemic or control microvessels following proteolytic dissociation to single cells and positively selection for ACSA2+ endfeet by magnetic separation (Figure 7A). Immunoblotting for HSP70 revealed its upregulation in astrocyte endfeet after ischemia (Figure 7A,B). The constitutively expressed heat shock cognate HSC70, whose corresponding gene was more modestly upregulated in the stroke endfoot translatome, shows a small but significant upregulation in post-ischemic endfeet (Figure 7A,B). This confirmed our expectation that inducible HSP70 would be upregulated more than its constitutively expressed paralog. 

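*Hspa8* (ENSMUSG00000015656.18, chromosome 9 of GRCm39 from 40711630 to 40731039) encodes HSC70, the constitutive relative of HSP70. It had 670 ± 192 normalized counts in Contralateral and 1343 ± 491 in Stroke libraries (SD, n = 3 each), a log2 fold change of 0.98 (standard error 0.23, adjusted p = 0.019 from edgeR), with 1.54, 0.55 and 0.84 in the 3 animals. Of the 100-base windows of its transcript, 58.5% also occur in transcripts of other genes. The call was lost without replicate 1 (edgeR adjusted p = 0.20) and without replicate 3 (edgeR adjusted p = 0.095).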

Immunolabelling of HSP70 corroborated the upregulation of HSP70 found in immunoblotting, with increased HSP70 immunoreactivity in AQP4-positive endfeet after stroke (Figure 7C). We hypothesized that the robust upregulation of HSP70 and other proteostasis components may have been in response to proteotoxic stress induced by ischemia. Consistent with this, we note a global increase in ubiquitination in stroke (Figure 7D). These results suggest that active translation of *Hspa1a* and *Hspa1b* in the astrocyte endfeet after stroke are likely in response to global disruptions in endfoot proteostasis.

## 3. Discussion

In this study, we report the translatomic response to ischemia in perivascular astrocyte endfeet. In so doing, we address a fundamental question regarding translational responses to acute molecular stress in cellular compartments located far away from the nucleus. We have identified a set of 205 differentially expressed genes in the astrocyte endfoot translatome after a 2 h ischemia/6 h reperfusion insult to the brain territory supplied by the middle cerebral artery. While dysfunction of local translation in astrocytes has been implicated in other pathologies such as leukoencephalopathy [21] and ALS [41], it has not been demonstrated previously in stroke.

The changes we have observed in the endfoot translatome overlap with, but are distinct from, those previously reported in the whole astrocyte translatome [26,27]. One common feature is the robust activation of the heat shock response. Consistent with our results, genes encoding HSP70 have been shown to be upregulated in the whole astrocyte translatome at 4 h [27], but not at 72 h, after stroke [26]. Overexpression of HSP70 rescues cells exposed to ischemia from apoptosis [42] and decreases the size of the ischemic lesion in vivo [43]. The upregulation of HSP70 that we observe in astrocyte endfeet after ischemia may be explained by a rise in proteotoxic stress and disruption in proteostasis, as indicated by increased protein ubiquitination. We have shown using various assays, including RiboTag RNA-sequencing, immunohistochemistry, qPCR, and immunoblotting, that HSP70 is induced in astrocyte endfeet after cerebral ischemia and reperfusion.

To our knowledge, stress-induced expression of HSP70 has not been reported in astrocyte endfeet previously. We have also shown that the presence of HSP70 protein in endfeet after ischemia is a result, at least in part, of local translation. Our findings add to the growing body of evidence for local proteostasis responses in cellular processes and compartments distant from the nucleus, such as axons and synapses [44]. For example, transcripts encoding HSP70 have been observed in regenerating axons of cultured dorsal root ganglion neurons [45]. After acute molecular stress—classically, from heat, but also ischemia and hypoxia—the transcription factor HSF1 trimerizes and is translocated to the nucleus, where it activates a broad transcriptional program known collectively as the heat shock response [46,47,48,49]. The molecular chaperone HSP70 is a central part of this response and rapidly becomes one of the most highly expressed proteins in the cell after acute stress [50]. Our results suggest that the localization of this response to distal cellular processes may be dependent not on the trafficking of HSP70 protein synthesized in the soma, but rather on translation of a local pool of mRNA. It is unknown whether these mRNA molecules are transported to the endfoot acutely after stress or are stored under normal conditions and selectively engaged by the ribosome in response to stress. In either case, the mechanisms that regulate HSP70 in endfeet appear to deviate in important ways from the canonical heat shock response. As the heat shock response is a general, highly conserved response to a wide variety of proteotoxic stresses, this may have broad implications for proteostasis in cells with complex morphology.

HSP70 is upregulated in neurons, astrocytes, and microglia after cerebral ischemia [51,52]. Cerebral ischemia induces a range of other changes in proteostasis, including the unfolded protein response in the endoplasmic reticulum and activation of autophagy [53]. An open question is how these pathways may be altered in astrocyte endfeet, and what the implications are of such responses to injury and repair after ischemia.

We observed that the rise in HSP70 coincides with a substantial increase in ubiquitination. A widespread increase in ubiquitination in astrocyte endfeet after ischemia has not been reported previously, but our results are reminiscent of earlier findings of ubiquitination in post-synaptic densities after ischemia [54]. Our results suggest that ischemia induces local disruptions in proteostasis that subsequently lead to the activation of proteostasis pathways. These effects of ischemia are not unexpected, as many components of the proteostasis network, including the proteasome and a range of molecular chaperones, are ATP-dependent. Therefore, in the ATP-starved environment of ischemia, the maintenance of proteostasis is impaired. As we have assayed astrocyte endfeet 6 h after reperfusion, we may be observing the response to damage accumulated during the 2 h ischemic period. Whether this is salutary or a contributor to reperfusion injury remains to be determined.

While our study has focused on the early events after ischemia and reperfusion, a recent study of the whole-astrocyte translatome revealed important differences between 4 h and 3 days after ischemia [27]. Future studies on the time course of translatomic and proteomic changes may yield mechanistic insights by defining the sequence of proteostasis changes that occur after ischemia. Similarly, understanding changes in ubiquitination across the proteome at various time points after ischemia will be important to better characterize disruptions of proteostasis that occur in astrocyte endfeet in this disease.

In addition to the prominent role of the heat shock response, our findings suggest other intriguing local response mechanisms. Pathway analysis suggests that these center around four major functions: cell cycle/death, inflammation, metabolism, and proteostasis. The transcription factors whose targets are enriched among our differentially expressed genes are consistent with this pattern. We recently reported a significant calcium influx in astrocyte endfeet after ischemia [14]. Consequently, we note that a significant number of calcium-regulated genes are differentially expressed in the endfoot translatome after stroke. The most upregulated calcium-responsive gene is *Thbs1*, which encodes the cell adhesion protein thrombospondin 1 (TSP1) that plays a complex role in angiogenesis [55,56]. *Itpkb*, the most downregulated calcium-response gene, encodes inositol trisphosphate-3 (IP_3_) kinase-B, which regulates the IP_3_ second messenger system with wide-ranging effects on cellular function. It has a putative role in neurodegenerative diseases [57,58], but its potential role in stroke has not been described. Other differentially expressed genes have also been implicated in angiogenesis. *Ptx3* encodes the acute-phase protein pentraxin-3, important in the classical complement pathway that has been shown to promote neurogenesis and angiogenesis in rodent models of stroke [59,60] and to regulate the blood–brain barrier [61]. *Sfrp5* encodes the secreted frizzled-related protein 5, a Wnt-signaling pathway antagonist and anti-inflammatory adipokine that has been shown to regulate angiogenesis [62,63].

Beyond highlighting specific genes, our findings also suggest potential mechanisms by which translatomic changes in astrocyte endfeet might be regulated. The enrichment of specific transcription factor targets could reflect either transport of *de novo* synthesized mRNAs from the nucleus or the maintenance of selective pools of mRNA in endfeet that ribosomes translate after a stimulus. Our analysis points towards possible mechanisms for such regulation, including basic features of the transcript and association with RNA-binding proteins. Actively translating transcripts in perisynaptic astrocyte processes have been shown to have longer 5′-UTRs, coding regions, and 3′-UTRs than their somatic counterparts [22]. They also have decreased RNA secondary structure in their 3′-UTR, but similar GC content throughout. We find that some of these features are also associated with the post-ischemic endfoot translatome. In particular, genes upregulated and downregulated in response to ischemia and reperfusion differ in length. They also differ from the unchanged translatome in terms of GC content. This suggests that some of the same features that help to regulate localization of transcripts to peripheral processes may play a role in guiding their response-specific translation in these compartments. Similarly, a significant number of the transcripts known to be regulated by the RNA-binding protein QKI in whole astrocytes overlap with genes downregulated in response to ischemia–reperfusion in astrocyte endfeet. QKI and other RNA-binding proteins may be important in governing mRNA transport to and ribosome binding in astrocyte endfeet.

One limitation of our study is the specificity of current isolation methods. It has been reported that perisynaptic astrocyte process preparations do not completely remove neurons [22]. We have shown that our microvessel preparations are depleted in SOX9 protein, an astrocyte-specific transcription factor. In addition, affinity purification of astrocyte endfeet from microvessels using ACSA2^+^ selection reveals an absence of the NUP153 nuclear pore protein, as would be expected for a non-somatic compartment. However, transcriptomic approaches are likely highly sensitive to contamination from cell bodies, which have a larger absolute abundance of mRNA. 

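Transcription factors of astrocytes, whose proteins work in the nucleus, had RNA in endfoot libraries of both states, and some fell after stroke, with a list median no lower than that of astrocyte markers. Of 18 tested, 5 fell and none rose (7 and 0 adjusted over the list alone), with a median log2 fold change of -0.55 (camera adjusted p = 2.8e-05, and adjusted p = 0.293 with an estimated correlation). *Lhx2* went from 492 ± 219 to 246 ± 121 normalized counts (SD, n = 3 each), a log2 fold change of -1.04 (standard error 0.21, adjusted p = 0.0069 from edgeR). *Sox2*, a factor of neural stem cells and glia, went from 401 ± 149 to 206 ± 113 normalized counts (edgeR adjusted p = 0.0071), and *Id3*, an inhibitor of differentiation, from 339 ± 133 to 203 ± 92.0 (edgeR adjusted p = 0.028). *Lhx2*, *Sox2* and *Id3* lost their calls without replicate 1 (edgeR adjusted p from 0.095 to 0.12) and without replicate 3 (edgeR adjusted p from 0.056 to 0.14).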

As we do observe the mRNA expression of transcription factors and somatic markers (Table S4) in our astrocyte endfoot RiboTag preparations, we cannot fully exclude some degree of somatic contamination. That said, the establishment of putative somatic markers is dependent on the sensitivity of the assay and the detection cutoff used. As sequencing methods advance, it may become apparent that some markers are more widely expressed than previously recognized. For example, we detect mRNA expression of the transcription factor gene *Hes5* in our endfoot preparations. This may result from somatic contamination or from wider expression of *Hes5* than previously recognized. 

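In its mean of normalized counts over the 3 Contralateral libraries, *Hes5* lies above *Hsf1* and *Rb1* and below *Lhx2*, *Sox2* and *Id3* in the same libraries. It is 1 of the 5 astrocyte transcription factor genes that fell in Stroke libraries.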

Protein expression of HES5 has been observed outside the nucleus in the extended processes of cochlear pillar and Deiters’ cells [64]. Whether this reflects additional functions beyond transcription factor activity is unknown. In some cases, such as that of SOX9, there is relatively low protein expression despite high mRNA expression, which may suggest additional post-transcriptional or post-translational regulation.

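*Sox9* (ENSMUSG00000000567.6, chromosome 11 of GRCm39 from 112673009 to 112678586) had 831 ± 362 normalized counts in Contralateral and 597 ± 238 in Stroke libraries (SD, n = 3 each). Its log2 fold change of -0.46 (standard error 0.20) did not pass the test (adjusted p = 0.21 from edgeR), with -0.56, -0.44 and -0.36 in the 3 animals.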

That we see a translatome in endfoot preparations that is distinct from whole astrocyte responses to ischemia suggests that we are able to identify endfoot-specific signals. In addition, we find overall low expression of endothelial markers in our RiboTag data set. 

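Most markers of vascular cells had few counts in endfoot libraries. Of 22 endothelial markers, 5 had enough counts to be tested, and *Pecam1*, which encodes an adhesion protein of endothelial junctions, had 0 to 12 raw counts per library. *Cldn5*, which encodes the main claudin of the blood–brain barrier, had 8.87 ± 6.43 normalized counts in Contralateral and 4.21 ± 5.13 in Stroke libraries (SD, n = 3 each; log2 fold change -0.93, standard error 0.88, edgeR adjusted p = 0.61). *Mfsd2a*, a lipid transporter gene of this list, was more abundant and fell from 412 ± 115 to 145 ± 48.6 normalized counts (log2 fold change -1.55, standard error 0.22, edgeR adjusted p = 4.4e-04; also 1 lower adjusted over the list alone). The endothelial list did not pass the test (median -0.55, camera adjusted p = 0.588). That test covers the 5 tested markers only, and the low raw counts of the untested ones went both ways. *Pecam1* had 6, 0 and 2 in Contralateral 1, 2 and 3 and 12, 3 and 8 in Stroke 1, 2 and 3. *Kdr*, another marker of this list, had 1, 0 and 5 against 1, 0 and 0. A change of endothelial RNA in either direction was therefore not excluded.

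Of 9 pericyte markers, 4 were tested and 1, *Cspg4*, fell, with a list median of -0.26 (also 1 adjusted over the list alone), and the receptor gene *Pdgfrb* had 111 ± 10.2 and 78.4 ± 16.8 normalized counts (SD, n = 3 each; edgeR adjusted p = 0.22). Of 10 smooth muscle markers, 3 were tested and none was called (median -0.42), and *Acta2*, smooth muscle actin, had 1 to 16 raw counts per library. Both lists had too few tested genes for a list test. Of 9 fibroblast markers tested, 5 had positive values and none was called by edgeR in either adjustment (median 0.56, camera adjusted p = 0.190). Without replicate 1 the fibroblast list was called (camera adjusted p = 0.039), and without replicate 3 the values of *Cldn5* (log2 fold change 0.27) and of the endothelial list were on balance positive.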

Finally, we have confirmed our observations about HSP70 using more targeted approaches. In particular, immunohistochemistry of coronal brain sections is independent of isolation techniques and provides strong validation for the localization of HSP70 in astrocyte endfeet after stroke.

## 4. Materials and Methods

### 4.1. Mice and Surgical Procedure

Astrocyte-specific RiboTag mice (FVB-Tg(Aldh1l1-EGFP/Rpl10a)JD133Htz/J, #030248, Jackson Laboratory, Bar Harbor, ME, USA) were bred and maintained in-house (University of Maryland School of Medicine, Baltimore, MD, USA). Transgene expression was confirmed by genotyping using collected tail samples (Transnetyx, Cordova, TN, USA). Surgery to induce middle cerebral artery occlusion (MCAo) in male (10–12 week-old) mice was performed as previously described [14], that is, common carotid artery ligation and intraluminal occlusion using a 6-0 silicon filament occluder (Doccol Corp, Sharon, MA, USA). Following placement of the occluder, MCAo animals recorded > 70% reduction in relative cerebral blood flow (rCBF) as measured using laser Doppler flowmetry (DRT2, Moor Instruments, Axminster, Devon, UK). Following 2 h occlusion, the filament occluder was removed and the mice were allowed to recover.

### 4.2. Brain Microvessel and Astrocyte Endfeet Isolation

Following 6 h of reperfusion, mice were terminally anesthetized by pentobarbital overdose, then transcardially perfused with ice-cold normal saline (0.9%). MCA territories were dissected, then homogenized by hemisphere in a 7 mL glass Dounce homogenizer (12–15 strokes) in 1× HBSS containing Ca^2+^/Mg^2+^ (Gibco, Waltham, MA, USA) and supplemented with HEPES. Homogenates were centrifuged at 2000× *g* for 10 min at 4 °C. Pellets were resuspended in 18% dextran (from *Leuconostoc* spp., M_r_~70,000, MilliporeSigma, Burlington, MA, USA), then centrifuged at 10,000× *g* for 15 min at 4 °C. Myelin-cleared pellets were resuspended in 1% bovine serum albumin, then filtered through a 20 μm nylon mesh. Microvessels caught in the mesh were retrieved and centrifuged at 2000× *g* for 10 min. For immunostaining, microvessels were cytospun onto glass microscope slides and fixed in 4% paraformaldehyde for 10 min at 4 °C prior to storage at −20 °C. For RiboTag immunoprecipitation, solutions were supplemented with 100 µg/mL cycloheximide and 200 U/mL RNAsin. Astrocyte endfeet isolation was performed as previously described [19]. In brief, isolated microvessels were dissociated into single cells following incubation in 100 µg/mL Liberase DL (MilliporeSigma) at 37 °C for 30 min. Larger cells and debris were removed by centrifugation at 300× *g* at 4 °C for 30 min. The supernatant was centrifuged at 25,000× *g* at 4 °C for 30 min, and the pellet was resuspended in AstroMACS separation buffer (Miltenyi, Bergisch Gladbach, Germany). Following labelling with magnetic-bead-conjugated anti-ACSA2 (Miltenyi), ACSA2+ astrocyte endfeet were positively selected and immediately processed for protein analysis.

### 4.3. RiboTag Immunoprecipitation (IP) and RNA-Seq

For RiboTag IP, all steps were performed in 4 °C and RNase-free (RNaseZAP, ThermoFisher, Waltham, MA, USA) conditions. Microvessels were lysed in freshly prepared lysis buffer (150 mM KCl, 20 mM HEPES [pH 7.4]), 5 mM MgCl_2_, 1 mM DTT, 1% NP-40, 100 µg/mL cycloheximide, and 30 mM DHPC [1,2-dicaproyl-sn-glycero-3-phosphocholine, 07:0]) supplemented with 200 U/mL RNAsin (ProMega, Madison, WI, USA) and cOmplete protease inhibitor (MilliporeSigma). Following homogenization using a handheld pestle motor mixer, lysates were centrifuged at 18,000× *g* at 4 °C for 10 min. IP was performed by incubating the soluble fraction with magnetic bead-conjugated anti-GFP antibody (#67090, Cell Signaling Technology, Danvers, MA, USA) or magnetic bead-conjugated control IgG (#5873, Cell Signaling Technology) overnight (~16 h) with end-over-end rotation. Following magnetic separation from the supernatant (DynaMag-2, ThermoFisher), beads were washed three times in a high-salt (300 mM KCl) lysis buffer supplemented with 200 U/mL RNAsin. Unpurified RNA was collected from the magnetic beads using the TriZOL reagent (Invitrogen, Waltham, MA, USA) according to the manufacturer’s instructions. Total mRNA (in ultrapure water) following RiboTag IP was quantified using the Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA). Strand-specific RNA sequencing was performed by Maryland Genomics in NovaSeq S4 flow cells (NovaSeq6000, Illumina, San Diego, CA, USA) with 100 bp paired-end reads, with 67 ± 18 million (mean ± SD) reads per sample.

### 4.4. Sequence Alignment

Raw R1 and R2 fastq files were trimmed to remove adapter sequences and low-quality reads using the Trimmomatic software v0.33 under the following parameters: simple clip threshold (7), seed mismatches (2), palindrome threshold (40), minimum sequence length (3), and trailing quality (20). Trimmed sequences were followed by quality control evaluation using FastQC v0.12.0. Trimmed sequences were aligned using STAR v2.7.5a [65] to the *Mus musculus* mm39 primary assembly. These were quantified at the gene level using the STAR geneCounts function to obtain reverse/forward strand-specific counts. Analysis of unmapped, multi-mapped, and ambiguously mapped reads was performed using blastn [66] with default settings.

### 4.5. Differential Gene Expression Analysis

Analysis was performed using DESeq2 v1.44.0 [67] in R (v4.4.1). There were 10,862 genes that had ≥10 counts per sample in ≥3 samples. We assessed the pairwise correlation of gene counts in these samples after rlog transformation. We generated a model for differential expression analysis using two variables: (1) individual animal (ID 1, 2, or 3) and (2) disease state (Control or Stroke). We performed fold change shrinkage using the adaptive shrinkage method *ashr*. Significance testing was performed against the null hypothesis that |log_2_(Fold Change)| < 0.322, known as the *s*-value, corresponding to gene expression in the ischemia/reperfusion condition of <4/5 or >5/4 that of controls [68].

### 4.6. Principal Component Analysis (PCA)

PCA of the gene counts was performed using the R package PCAtools v2.16.0. The correlation between the first 6 principal components and the sample variables was performed using the eigencorplot function. We generated the biplot as described in PCAtools, plotting each sample using the centered input data multiplied by the variable loadings (i.e., “rotated data”) for principal components 1 and 2. Loadings are rescaled, plotted in the manner used by PCAtools, with a scaling factor *r* generated from the variable loadings (*var_x_*) and rotated loadings (*rot_x_*), where each plotted principal component *x*:

$$r=1.5\times \left(\frac{\mathrm{range}\left(rot_{PC1}\right)}{\mathrm{range}\left(var_{PC1}\right)},\frac{\mathrm{range}\left(rot_{PC2}\right)}{\mathrm{range}\left(var_{PC1}\right)}\right)$$

where the range is the difference between the maximum and minimum value of the given variable.

### 4.7. Gene Set Enrichment Analysis (GSEA)

GSEA was performed using the R package fgsea v1.30.0 [69,70,71]. Three sets of pathway databases were obtained from the mouse Molecular Signatures Database [72]: hallmark gene set (MH, v2024.1), canonical pathway curated gene set (M2.CP, v2024.1), and Gene Ontology (GO) biological processes gene set (M5.GO.BP, v2024.1). To compare pathways to our gene set, a mapping table was generated of Ensembl gene IDs to gene symbols by automated conversion supplemented with manual curation. A pathway was included in enrichment analysis if our gene expression data set included at least 10 genes from that pathway and 50% of total genes in the pathway. This resulted in 44/50 MH, 965/1730 M2.CP, and 3719/7713 pathways included in downstream analysis. Enrichment was performed using the fgsea function fgseaMultilevel, which uses the adaptive multilevel splitting Monte Carlo approach, with default settings. Ranking of genes for enrichment analysis was done in one of two ways, based on (1) fold change or (2) the Wald statistic, and a pathway significance threshold was set at Benjamini–Hochberg adjusted *p* < 0.00833 (≈0.05/6 to account for multiple tests across 3 pathway gene sets with 2 ranking approaches). Consensus enriched pathways were identified that were significant by both the fold change and Wald statistic metrics. Pathways were then manually annotated into categories as shown in Figure 5.

### 4.8. Gene Structural Analysis

From the GENCODE vM35 protein-coding transcript sequences file, sequences and annotations for 5′-UTR and 3′-UTR sequences were extracted.

### 4.9. Transcription Factor Target Enrichment Analysis

Transcription factor and target mapping were obtained from the TFLink database (TFLink_Mus_musculus_interactions_All_GMT_ncbiGeneID_v1.0.gmt) [39]. To compare transcription factor target sets to our gene set, a mapping table was generated of Ensembl gene IDs to NCBI gene IDs by automated conversion supplemented with manual curation. Enrichment analysis was performed using Fisher’s exact test with multiple hypothesis correction performed using the Benjamini–Hochberg method.

### 4.10. Immunohistochemistry (IHC), Fluorescence Imaging, and Stimulated Emission Depletion (STED) Imaging

After terminal anesthesia using excess pentobarbital, mice were transcardially perfused with ice-cold normal saline (0.9%), then fixed with 4% paraformaldehyde. Whole brains were dissected, post-fixed overnight, and cryopreserved in 30% sucrose (in 1× PBS) for at least 48 h. Then, 12 μm thick coronal brain sections were prepared on glass microscope slides by cryosectioning. Tissue sections or isolated microvessels on glass microscope slides were immunostained as previously described [19]. Primary and fluorophore-conjugated secondary antibodies are listed in Table S1. Slides were coverslipped using either a ProLong Gold Antifade mount (Invitrogen) for fluorescence imaging or the liquid antifade mountant (Abberior, Heidelberg, Germany) for STED imaging. Omission of primary antibody was included to verify specificity of the immunolabelling. Fluorescent images were acquired using an upright NiE fluorescence microscope system (Nikon, Tokyo, Japan) accompanied with the 20× (Nikon Plan Apo λ 20×/0.75 NA, WD 1.0 mm) or 100× (Nikon Plan Apo λD 100×/1.45oil NA) objectives. Excitation and emission wavelengths were as follows (in nm): 488/525, 561/620, and 640/710. Images were processed and analyzed using NIS Elements v5.30 (Nikon). STED imaging was performed using the STED Facility Line microscopy system (Abberior). Raw STED images were acquired using the 60× (Olympus UPlanSApo 60×/1.30sil NA. Olympus Microscopy Technologies, Tokyo, Japan) objective. The signal for STED imaging was excited at 640 nm with pulsed depletion at 775 nm. Images were acquired using the Imspector Image Acquisition software and further processed on ImageJ v1.54f (National Institutes of Health, Bethesda, MD, USA). Both fluorescent and STED images were acquired at equal laser strength and exposure times between non-ischemic control and ischemic conditions.

### 4.11. Quantitative Reverse-Transcription PCR (qPCR) of Translating Endfeet RNA

Following RiboTag IP and RNA extraction, RNA amount was quantified using the Qubit 4 Fluorometer (ThermoFisher). First-strand cDNA was generated from 40 ng RNA using the SuperScript IV reverse transcription kit (ThermoFisher) according to the manufacturer’s recommendations. qPCR reactions were prepared using the PowerUp SYBR Green master mix (Invitrogen) with (per reaction) 1 µL cDNA and 200 nM each of the forward and reverse primers. qPCR was performed using the ABI7300 (Applied Biosystems, Waltham, MA, USA) with the following thermal cycling conditions: 50 °C for 2 min, 95 °C for 2 min, then 40 cycles of 95 °C for 15 s and 60 °C for 30 s. Melting curve analysis was included in all qPCR reactions to confirm that a single product was amplified per reaction. Primers (sequences listed in Table S2) were designed to span exon–exon junctions. Raw C_T_ values were normalized to that of *Gapdh* for each biological sample, then quantified relative to the mean of the fold changes of microvessels or non-stroke control mRNA.

### 4.12. Immunoblotting

Protein was extracted from brain homogenates and isolates using 1× RIPA buffer supplemented with cOmplete protease inhibitor (MilliporeSigma). Following homogenization using a handheld pestle motor mixer, samples were centrifuged at 18,000× *g* at 4 °C for 10 min. Supernatant containing soluble proteins was separated from the pelleted insoluble fraction. Protein amount was quantified using the Qubit 4 fluorometer and Qubit protein assay kit (ThermoFisher). Lysates were denatured at 70 °C for 5 min in NuPAGE LDS sample buffer and sample reducing agent (ThemoFisher). Conventional protein gel electrophoresis, blot transfer, and immunoblotting (in 5% nonfat milk in 1× TBST) were performed. Primary and secondary antibodies used for immunoblotting are listed in Table S1. Blots were visualized using the SuperSignal West Atto Ultimate Sensitivity substrate (ThermoFisher). Densitometry analysis was performed using ImageJ v1.54f.

### 4.13. Statistical Analysis and Figure Preparation

Unless specified otherwise, data are presented as mean ± SEM, and the statistical analyses employed are described in the figure legends. Figures were prepared using NIS Elements (Nikon), ImageJ (Fiji), and the R package ggplot2 v3.5.1 [73]. Schematics were created using BioRender.com.

## 5. Conclusions

Taken together, our findings demonstrate that early phases of cerebral ischemia and reperfusion induce a rapid change in the translatome of perivascular astrocyte endfeet. Given the critical role of astrocyte endfeet in maintaining the BBB and the significance of endfeet swelling after ischemic stroke, the regulation of the endfoot proteome is highly relevant to the pathophysiology of stroke. In particular, we find a local upregulation of HSP70 in this cellular compartment distant from the astrocyte soma, suggesting a non-canonical activation of the heat shock response. Future investigations of the endfoot translatome would help to resolve several remaining questions, including the time course of translatomic changes, the differences between the translatome and stored pools of mRNA in endfeet, and the mechanisms of mRNA transport to endfeet. We anticipate that such efforts to determine the regulation of the astrocyte endfoot translatome will yield new biomarkers and therapeutic targets for ischemic stroke.

## Figures and Tables

**Figure 1:**
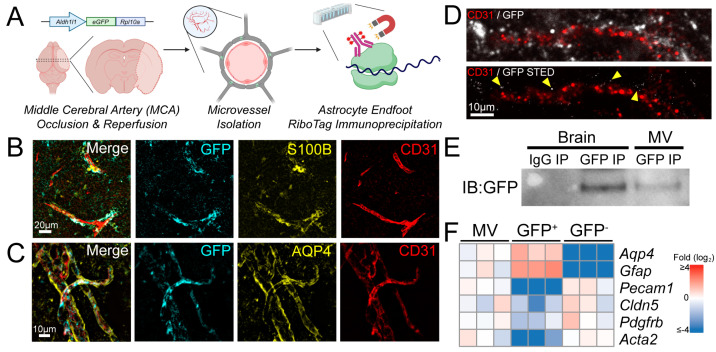
Detection of RiboTag and ribosome-bound mRNA from post-ischemic astrocyte endfeet. (**A**) Schematic illustrating the induction of stroke via transient MCAo/R, followed by isolation of microvessels from the post-ischemic brain tissue and RiboTag IP. (**B**) Representative high-powered image of the post-ischemic cortex with immunolabelling for GFP (cyan), S100B (yellow), and CD31 (red) (scale bar = 20 µm). (**C**) Representative image of microvessels mechanically isolated from the post-ischemic tissue with immunolabelling for GFP (cyan), AQP4 (yellow), and CD31 (red) (scale bar = 10 µm). (**D**) High-powered images without or with STED of isolated post-ischemic microvessels immunolabelled for GFP (white) and CD31 (red) (scale bar = 10 µm). Yellow arrowheads indicate STED-resolved GFP signals. (**E**) Representative immunoblot following RiboTag IP from post-ischemic brain lysate or microvessels. (**F**) qPCR of post-ischemic microvessels before RiboTag IP (MVs), after RiboTag IP (GFP^+^), or non-IP’d flowthrough (GFP^−^). Data expressed as mean ± SEM (n = 3 biological replicates).

**Figure 2:**
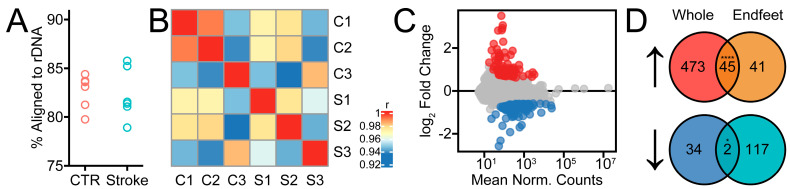
RNA sequencing analysis of ribosome–bound RNA from post-ischemic astrocyte endfeet. (**A**) Percentage of reads not uniquely mapped to the mouse genome that were subsequently mapped to mouse ribosomal DNA. (**B**) Correlation matrix of the entire sample set (3 contralaterals C1–C3, 3 MCAo S1–S3) used in this study. Pearson r was used for the heatmap color scheme. (**C**) MA scatterplot showing the relationship of fold change to mean normalized counts after log fold change shrinkage. Red and blue points are differentially expressed. (**D**) Venn diagrams of the 205 differentially expressed endfoot genes (86 upregulated and 119 downregulated, as indicated by the up and down arrows, respectively) after ischemia plotted against DEGs identified in an existing astrocyte translatome during the hyperacute phases of ischemia [27]. (* *p* < 0.05, **** *p* < 0.0001, Holm-Bonferroni-adjusted Fisher exact test).

**Figure 3:**
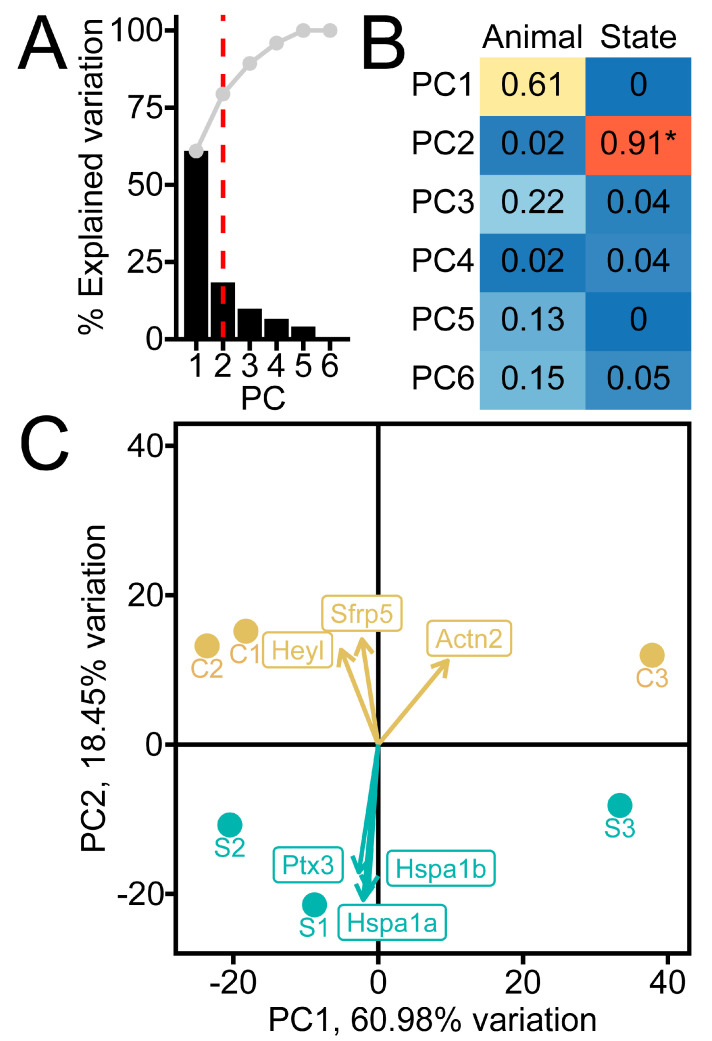
Principal component analysis of RiboTag RNA sequencing from post–ischemic astrocyte endfeet. (**A**) Scree plot of principal components (PCs) with threshold at PC2 indicated by the red dashed line. (**B**) Correlation matrix plotted for the tested variables (Disease State or Animal) against the six PCs, with Pearson r^2^ displayed. (**C**) Principal component biplot of the first two PCs showing individual endfoot samples C1–C3 and S1–S3 overlayed with the most negative and positive gene loadings contributing to variation explained by PC2. (* *p* < 0.05, Holm-Bonferroni-adjusted *p*-value for Pearson correlation).

**Figure 4:**
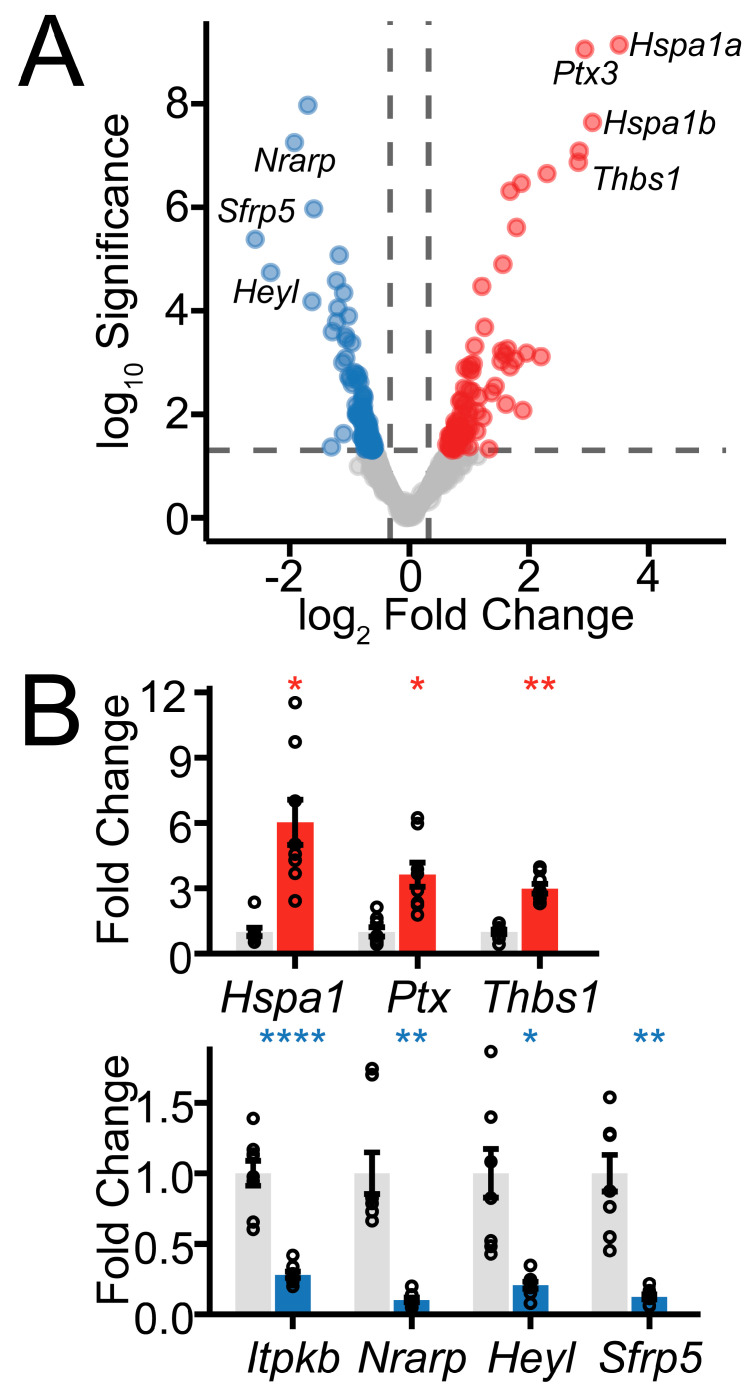
Differentially expressed genes and validation of top hits. (**A**) Volcano plot depicting changes in post-ischemic endfoot gene expression. Vertical gray lines show threshold of log_2_ fold change significance (±0.322). Gray line shows threshold of significance (*s*-value < 0.05). (**B**) qPCR validation of the most upregulated (*Hspa1a*, *Ptx3*, *Thbs1*. CTR vs. Stroke in grey and red bars, respectively) and downregulated (*Sfrp5*, *Heyl*, *Nrarp*, *Itpkb*. CTR vs Stroke in grey and blue bars, respectively) genes. Relative fold changes per gene normalized to *Gapdh* are expressed as mean ± SEM (* *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001, Holm-Bonferroni-adjusted paired two-tailed t-test).

**Figure 5:**
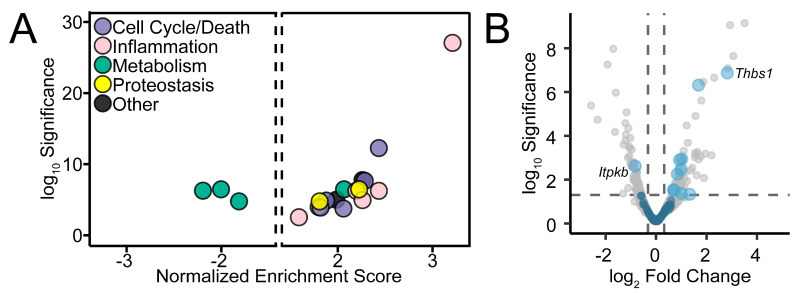
Pathway analysis of differentially expressed genes. (**A**) Significance (Benjamini–Hochberg-adjusted *p*-values) and normalized enrichment score from GSEA analysis for hallmark pathways found to be enriched in upregulated or downregulated genes based on both fold change and Wald statistic metrics. (**B**) Volcano plot as in Figure 4A, highlighting calcium-regulated genes in blue.

**Figure 6:**
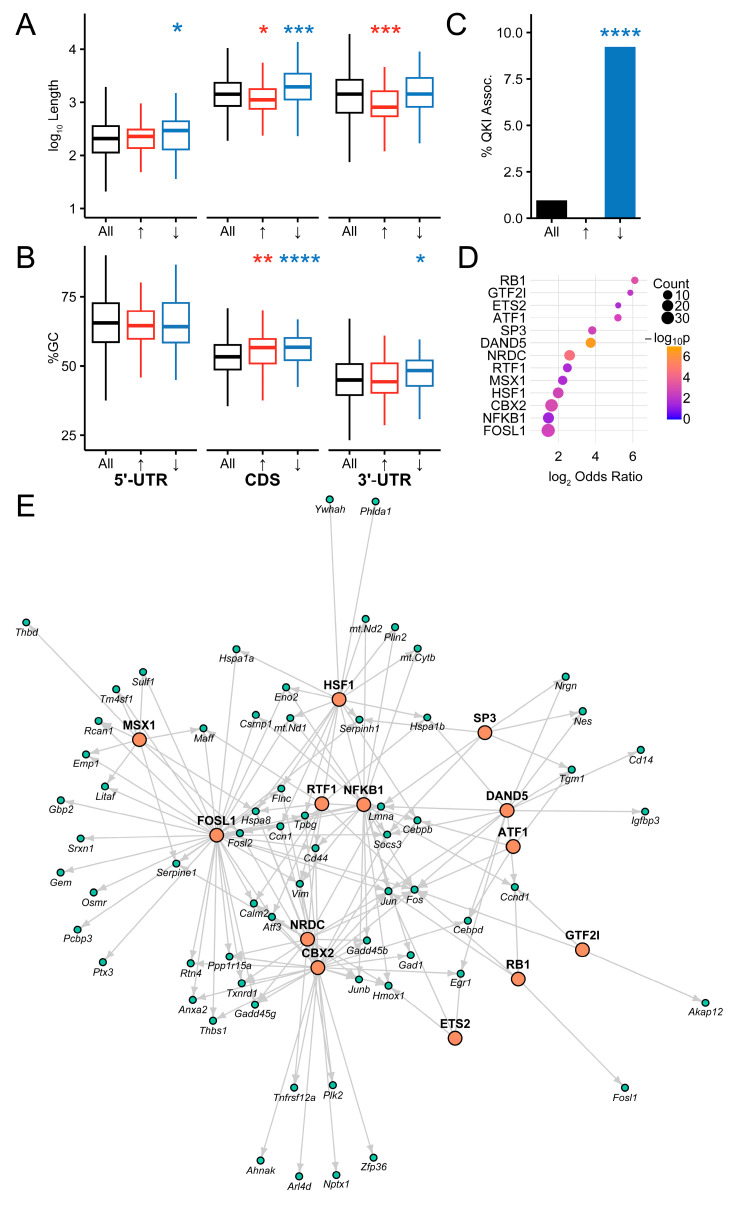
Mechanisms of regulation of the astrocyte endfoot translatome. (**A**) Length and (**B**) GC content of the translatome (black), upregulated genes (red), and downregulated genes. Statistical significance was determined using the Wilcoxon–Mann–Whitney test with Holm–Bonferroni adjustment. (**C**) Percentage of the translatome (black), upregulated (red, 0%, not visualized), and downregulated (blue) genes that are known to be dependent on Quaking-RNA-binding protein [38]. Statistical significance was determined using the Holm-Bonferroni-adjusted Fisher Exact Test. (**D**) Transcription factors enriched in upregulated genes relative to whole translatome. (**E**) Network diagram of transcription factor and gene target interactions generated with R package igraph using the Fruchterman–Reingold layout algorithm. Grey arrows point from transcription factors towards genes they are known to regulate. Only those transcription factor gene targets that are differentially expressed in astrocyte endfeet after MCAo and reperfusion are displayed. (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001).

**Figure 7:**
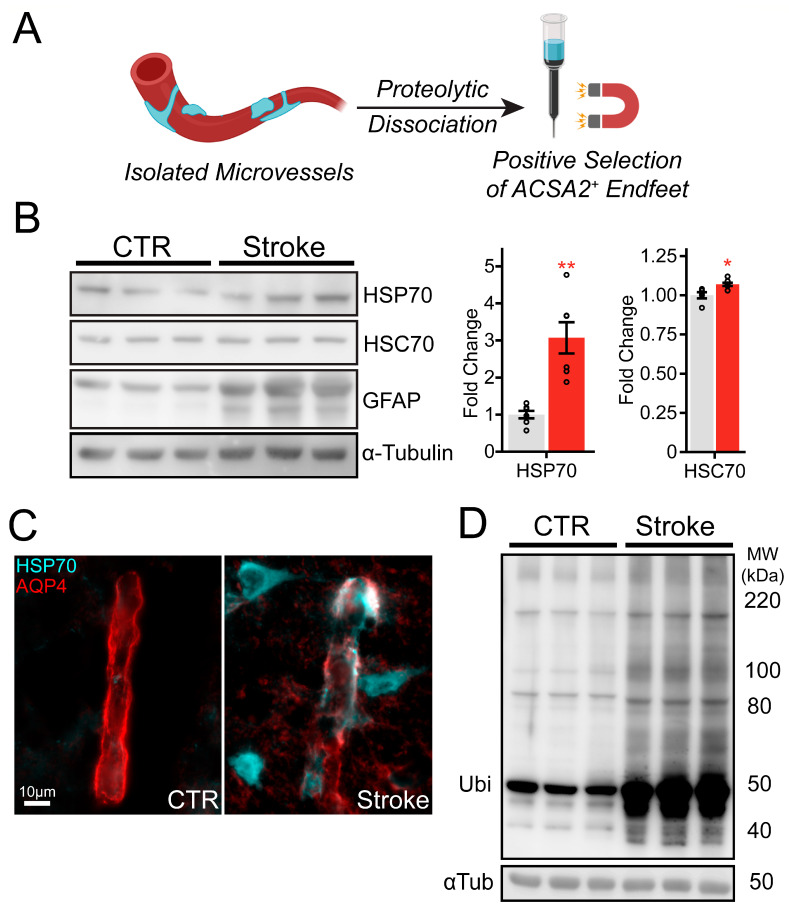
Upregulation of HSP70 and protein ubiquitination in post-ischemic astrocyte endfeet. (**A**) Schematic illustrating the enrichment of perivascular endfeet, which involves proteolytic dissociation of isolated microvessels followed by magnetic separation of ACSA2^+^ endfeet. (**B**) Representative immunoblots of HSP70, HSC70, GFAP, and the loading control α-tubulin from isolated ACSA2^+^ endfoot lysates. Densitometric quantification of HSP70 and HSC70 normalized to α-tubulin (CTR vs. Stroke, in grey and red bars respectively) are plotted as mean ± SEM (n = 6 biological replicates). (**C**) Representative high-powered images of the post-ischemic cortex with immunolabelling for HSP70 (green) and AQP4 (red) (scale bar = 10 µm). (**D**) Representative immunoblots of ubiquitin and the loading control α-tubulin from isolated ACSA2^+^ endfoot lysates. (* *p* < 0.05, ** *p* < 0.01, Holm-Bonferroni-adjusted paired two-tailed t-test).

## Data Availability

All data presented in this study are available upon request from the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms26010309/s1.

How the deposited data were processed for this re-analysis (not part of the article)

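Ribosome-bound RNA of astrocyte endfeet was measured in 6 libraries from 3 animals, with 1 Contralateral (CTR) and 1 Stroke library per animal. The authors' processing notes name Trimmomatic 0.33 for trimming, FastQC 0.12.0 for quality control and STAR 2.7.5a for alignment to the mouse genome build mm39 and for counting. Each deposited file holds raw counts of uniquely mapped read pairs for 57186 genes, without regard to strand and for each strand, and the numbers of unmapped, multimapped, no-feature and ambiguous pairs. The counts of the strand with fewer pairs outside genes were used. The annotation used for counting is not stated in the paper's text. Gene positions, types and sequences were taken from GENCODE vM39 on GRCm39, the build named by the authors, and 56630 of the 57186 gene identifiers and 10857 of the 10862 tested genes were found in it.

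Genes with at least 10 counts in at least 3 libraries were kept, as in the paper's methods. They were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, robust quasi-likelihood fit and F test, Benjamini–Hochberg adjusted p under 0.05), with the animal as a block, as in the paper's model. Samples with the same number were taken as the hemispheres of 1 animal, from the paper's methods. Standard errors were taken as the log2 fold change over the square root of the F statistic. Normalized counts are counts divided by TMM-scaled library sizes, and their mean and SD are given over 3 libraries. The 42 gene lists came from textbook knowledge, and the readable part of the paper's Table S4 had been seen when they were written. The lists were tested with camera in limma 3.58.1 on log2 CPM, the logarithm of counts scaled to library size, with a prior count of 2. Named genes, not all of which are printed in the text, are the 10 with the largest positive and the 10 with the largest negative log2 fold change among genes called and moved the same way in all animals, every gene the paper names for these libraries, up to 4 called members of each list with the smallest adjusted p (for a list without calls, the 2 with the highest mean counts), and *Rpl10a*. Genes outside this rule are named as examples for the composition of libraries, for principal components, for neuronal markers and for animal 3.

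Principal components and correlations between libraries used rlog values from DESeq2 1.42.0, centred and not scaled. Lengths and GC content were taken from 1 protein-coding transcript per gene, that with the longest CDS, and compared with 100000 permutations of genes and Holm adjustment over 12 comparisons. Motifs were searched from 500 bases before to 100 bases after the transcription start and in 3′-UTRs, and compared with 100000 draws of tested genes matched on GC content, and for 3′-UTRs also on length, with Wilson intervals of the shares. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these steps and the figures.

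The depth was 42878716 to 94612516 pairs per library, but since 1 gene for 18S rRNA held most counts, protein-coding genes other than *Lars2* and those of mitochondrial DNA had 512624 to 2469069 counts per library, which limits the precision for genes of low expression. The processing notes name no removal of PCR copies, so that the spread between animals, not the counts alone, sets the precision. The steps were tested on simulated data of the same design: over 10 draws edgeR recovered 6.42% of genes changed 1.5-fold, 39.4% of those changed 2-fold and 88.6% of those changed 4-fold, and 9.90% of its calls were false, above the nominal level of 0.05. In simulated data, camera called the shifted list and 0 of 35 other lists. The genes were drawn independently there, so that this does not show how camera behaves with correlated genes. In the real libraries, the 9 other splits gave 7 to 24 lists past the threshold. With the animal as a block, each of these splits still holds the Stroke difference of at least 1 animal, so that they give no rate of false calls.

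Alternatives were the DESeq2 Wald test, DESeq2 with ashr 2.2.63 and s-values against a fold of 1.25, edgeR's glmTreat against the same fold, limma-voom, size factors of DESeq2, no filter or filterByExpr, unstranded counts, no block for the animal, offsets for GC content and length with the block, leaving out non-coding and mitochondrial genes, and leaving out each animal. For lists, they were an estimated correlation, fry, and fgsea 1.28.0 on log2 fold changes. An estimated correlation and fry rest on the few residual degrees of freedom of 6 libraries, and so have little power. Chosen after seeing the data were fits without genes over 1% of counts, DESeq2 and limma-voom without a block, and the length comparison for genes called with the GC and length offsets.

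Left out were the experiments with no deposited counts (qPCR, immunoblots, immunolabelling) and the comparison with whole astrocytes, whose counts are not among these files. The gene sets of the paper's enrichment tests, QKI-dependent genes, podocyte genes and transcription factor targets were also left out, since their members were not among the files used here.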

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

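The 11 results below are gene lists outside those the paper discusses that differed between Stroke and Contralateral libraries in camera with the preset correlation. These list tests were planned, and the tests of explanations in this part were chosen only after the results were seen. The lists were written after the paper had been read, and some hold genes it names from these libraries. Among these are *Hes5*, *Heyl* and *Nrarp* (Notch), *Sfrp5* (Wnt), *Ptx3* (genes that ischemia induces in astrocytes) and *Thbs1* (matrix and cytoskeleton). Such lists are not independent evidence. Median log2 fold changes were -0.73 in the Notch list, -0.98 in the Hedgehog list, -0.64 in the Wnt list, -0.63 in the astrocyte list and -0.40 in the oligodendrocyte precursor list. Higher medians were 1.20 in the matrix and cytoskeleton list, 1.35 in immediate early genes, 1.07 in genes common to reactive astrocytes, 1.74 in genes that ischemia induces in astrocytes, 1.41 in microglial markers and 0.64 in neuronal markers. None of these lists passed with an estimated correlation, where the adjusted p ran from 0.293 to 0.437.

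Astrocyte markers were lower after stroke in 33 of 34 tested genes. If the share of astrocyte RNA fell and all other cell types gained alike, markers of neurons and of the oligodendrocyte lineage would rise alike. Neuronal markers had a mean log2 fold change of 0.57 (26 genes) and markers of the oligodendrocyte lineage one of -0.17 (18 genes). The difference had a permutation p of 0.00106, with genes, not animals, as units. This argues against a like gain of all other cell types. A gain of some of them, such as neurons alone, would also lower the share of astrocyte RNA, so that such a lower share stays open. With offsets for GC content and length the median of the astrocyte list was -0.637, which argues against that trend as the whole cause. Counts lost to a few abundant genes would lower all other genes by the same factor, and so leave no difference between the list and all genes. The astrocyte median differed from that of all tested genes by -0.608 (95% interval of -0.693 to -0.472 over its members). The difference was -0.850, -0.260 and -0.577 in animals 1, 2 and 3. The list was picked for this very difference in camera, so that these values are no separate test of that explanation. A fall of these RNAs in endfeet after ischemia, which the design names, stays open and was not tested apart from the comparison itself.

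Neuronal markers were higher after stroke, with a median that differed between animals (1.18, 0.53 and 0.16). A higher share of neuronal RNA, and nothing else, would raise all of them alike, but 5 markers lie more than 2 standard errors below the median of the list. Among them were *Map2* (log2 fold change -0.66, edgeR adjusted p = 0.18) and *Nefm* (-0.47, edgeR adjusted p = 0.24), which were not called. This argues against such a share as the only cause, while a higher share beside other changes stays open. With offsets for GC content and length the median was 0.638, which argues against that trend as the whole cause, though a part of it stays open: the 6 markers with a CDS under 1000 bases had a median of 1.15 and the 18 longer ones 0.597. A change within neurons stays open too, for example in which of their RNAs reach the preparation: the 5 markers were 2.27 to 3.07 higher on the log2 scale in animal 3 than in the other animals. Ischemia itself, which the design names, was not tested as the source.

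Both libraries of animal 3 lie apart on PC1. With offsets for GC content and length the gap to the other 4 libraries, over the range of those 4, was 2.52 (2.41 before), which argues against that trend as the whole cause, though PC1 held 51.4% of the variance in place of 57.1%. After the correction, 34 of 35 neuronal and oligodendrocyte markers (97.1%) were higher in both libraries of animal 3 than in the other libraries of their state, against 35.2% of all tested genes. More RNA from neurons and oligodendrocytes in the preparation of animal 3 is thus a candidate explanation, found and tested on the same data. The excess was not limited to these cell types. After the correction, the nuclear RNA list lay 0.889 and 0.768 above in Contralateral 3 and Stroke 3, and the mitochondrial DNA list 1.54 and 1.74. The microglia list lay 0.655 and 1.375 above, and the astrocyte list had -0.605 and -0.796. No biological difference between the animals was given, and none was tested.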

How the results depend on the processing

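The tests without a block by DESeq2 and limma-voom, without genes over 1% of counts, and of lengths for genes called with offsets were chosen after seeing the data; the others were planned. The counts of genes called, 252 higher and 312 lower, changed with the test to 142 and 205 (DESeq2 Wald test), 86 and 119 (s-values after ashr) and 115 and 103 (glmTreat), and with the filter to 393 and 488 (filterByExpr) and 496 lower with no filter. With unstranded counts 388 genes were higher. Without the animal as a block 0 and 0 were called by edgeR (334 and 234 at an unadjusted p under 0.05), 0 and 0 by limma-voom and 19 and 7 by DESeq2. Leaving out 1 animal gave 49 to 266 higher and 25 to 193 lower; 35 of the 49 genes higher without replicate 1 were among the 252. Of 103 named genes with a call, 70 lost it without replicate 1, 21 without replicate 2 and 34 without replicate 3, and none of them changed direction in any setting. Of the 33 lists called, 0 were called with an estimated correlation and 0 with fry, whose smallest adjusted p for a change in 1 direction was 0.0681; 28 were called by fgsea, 30 with offsets for GC content and length and 31 each without the block and with unstranded counts; 27 to 30 of them kept their call without 1 animal (without replicate 1, 32 lists were called, 2 of them not among the 33). The part of the variance of PC2 that goes with the state ran from 0.155 to 0.977 without 1 animal. The lowest correlation between libraries was 0.753 with log2 CPM and with Spearman's correlation, and uniquely mapped pairs made up 71.0% with multimapped pairs left out of the total. Of 12 comparisons of length and GC content, 1 to 5 passed without 1 animal. For each of these changes the cause was not tested.

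Results that changed direction were among those not called, apart from the 5′-UTR length of genes that fell. With no filter the log2 fold change of *Rplp1* was -0.026 and that of *Rpl10a* -0.012, and that of *Sp3* was -0.00686 without the block and -0.00948 in DESeq2 without the block. Without 1 animal, log2 fold changes ran from -0.370 to 0.0735 for *Aqp4*, -0.223 to 0.514 for *Rplp1*, -0.309 to 0.391 for *Sp3*, -0.0638 to 0.197 for *Rpl10a* and -3.212 to 0.266 for *Cldn5*. Adjusted p ran from 0.458 to 0.924 for the choroid plexus list and 0.291 to 0.978 for the endothelial list. Holm-adjusted permutation p ran from 0.270 to 1 for the 3′-UTR GC content of genes that rose, and for genes that fell from 0.338 to 1 for 5′-UTR length, 0.224 to 1 for 5′-UTR GC content and 0.796 to 1 for 3′-UTR length. The length comparison could not be run without the block, since no gene was called, and leaving out mitochondrial genes removed none with UTRs. Depth limits genes of low expression most, and Stroke 2 has the fewest counts.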

Differences from the paper's values

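Each value of the paper below is marked as the paper's. Where alternatives had been set before the deposited counts were examined, the value was compared under them. No test in this part was chosen after the result was seen. The paper's count of upregulated genes is 86, against 252 here; its value falls within 1.5-fold with s-values after ashr, which the paper's methods name (86), and with glmTreat (115), and not with the other alternatives. The paper's count of downregulated genes is 119, against 312 here; it falls within 1.5-fold with s-values after ashr (119), with glmTreat (103) and without replicate 3 (138), and not with the others.

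The s-values in the paper's text differ from those computed here with ashr at the paper's bound, while its log2 fold changes match those of the same setting. For *Hspa1a* the paper's s-value is 1.37e-08, against 7.29e-10 here. For *Hspa1b* the paper's is 3.21e-07, against 2.29e-08, and for *Ptx3* the paper's is 2.72e-08, against 8.86e-10. For *Sfrp5* the paper's is 4.51e-05, against 4.17e-06, and for *Heyl* the paper's is 1.65e-04, against 1.83e-05. No alternative was set for these values, and the s-values in the paper's Table S4 equal those computed here.

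The paper names *Hspa1a* and *Hspa1b* as the most upregulated genes. Here *Hspa1a* is first with a log2 fold change of 4.15, *Cxcl1* follows with 4.04 and *Hspa1b* comes after it with 3.61; with ashr, *Cxcl1* has 0.18 and is not called. The place of *Cxcl1* is not stable, as 2 Contralateral libraries hold 0 counts of it: without replicate 1 it has 2.87 (*Hspa1a* 3.25), and without replicate 2 it has 8.37, above *Hspa1a* with 4.57. The paper names *Sfrp5* as the most downregulated gene. Here *Fzd10* has -3.27 and *Sfrp5* -2.96; with ashr, *Fzd10* has -0.43 and is not called.

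The paper's Fig. 3C labels *Hspa1a*, *Hspa1b*, *Ptx3*, *Sfrp5*, *Heyl* and *Actn2*. Its caption names the most negative and most positive loadings on PC2, and its text the genes that contribute most. By size regardless of sign, *Hspa1a*, *Hspa1b* and *Ptx3* rank 1 to 3 here, and *Atf3*, *Cxcl1* and *Thbs1* follow. *Sfrp5* ranks 8, *Heyl* ranks 13 and *Actn2* is not among the first 20. Taken by sign, *Hspa1a*, *Hspa1b* and *Ptx3* also lead the genes higher in Stroke, and *Sfrp5* and *Heyl* lead those lower in Stroke. The place of *Actn2* among the latter was not determined. The variances of PC1 and PC2 printed in Fig. 3 match those found here.

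The paper counts *mt-Nd2* among upregulated genes. Here edgeR did not call it (adjusted p = 0.20), whereas the DESeq2 Wald test (adjusted p = 0.0085), ashr (s-value 0.039), limma-voom (adjusted p = 0.047), edgeR with no filter (adjusted p = 7.2e-06), without replicate 1 (adjusted p = 0.0032) and without replicate 2 (adjusted p = 0.034) did.

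The paper describes longer 5′-UTRs and coding sequences in upregulated genes and shorter 3′-UTRs and coding sequences in downregulated genes. Here coding sequences were shorter in genes that rose (median 1222 against 1512 bases) and longer in genes that fell (1857 against 1500), 3′-UTRs of genes that fell had 1726 against 1556 bases, and the 5′-UTRs of genes that rose, with 337 against 296, lie on the paper's side without passing the test. With the genes called by ashr, the coding sequences were also shorter in genes that rose (1143 against 1509) and longer in genes that fell (2088 against 1503). These directions are those of the boxes in the paper's own Fig. 6A, so that the paper's sentence and its figure differ. The GC content found here for coding sequences and for the 3′-UTRs of genes that fell has the direction the paper describes.

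The paper reports that all pathways enriched among downregulated genes belong to metabolism. Here the lists of Notch, Hedgehog and Wnt genes, which are not the paper's gene sets, also passed camera as lower, with medians of -0.73, -0.98 and -0.64, beside those of oxidative phosphorylation, fatty acid metabolism and bile acid synthesis. With an estimated correlation none of these lists passed (adjusted p = 0.477 for oxidative phosphorylation and 0.293 for the other 5). The Notch and Wnt lists hold genes that the paper names from these libraries.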

Other observations

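The tests in this part were chosen after the results were seen, apart from the list tests and the motif tests, which were set first. Astrocytes in the injured brain switch on known sets of genes, and some members of these rose in endfoot libraries. Markers of microglia (median 1.41, 4 of 7 rose) and of neurons (median 0.64, 6 of 26 rose) were higher in the same libraries. Of 10 genes that ischemia induces in astrocytes (A2), 7 rose and none fell (8 and 0 adjusted over the list alone; camera adjusted p = 2.5e-10, and adjusted p = 0.293 with an estimated correlation). *Emp1*, which encodes a membrane protein, had a log2 fold change of 2.75 (standard error 0.40), and *Tm4sf1*, a gene of cell migration, one of 2.46 (standard error 0.41). Of 13 genes common to reactive astrocytes, 6 rose and none fell (9 and 0 adjusted over the list alone; camera adjusted p = 1.6e-08, and adjusted p = 0.293 with an estimated correlation), among them *Vim*, an intermediate filament gene, from 335 ± 107 to 903 ± 79.4 normalized counts (SD, n = 3 each), and *Osmr*, the receptor for oncostatin M (log2 fold change 1.17, standard error 0.23). Of 9 genes that endotoxin induces in astrocytes (A1), *Gbp2* rose and *Fbln5*, a gene of elastic fibres, fell (2 higher and 1 lower adjusted over the list alone; median 0.54, camera adjusted p = 0.020, and adjusted p = 0.293 with an estimated correlation; camera adjusted p = 0.071 without replicate 2, and fgsea adjusted p = 0.159). Of 27 genes of matrix and cytoskeleton, 15 rose and 1 fell (20 and 2 adjusted over the list alone; camera adjusted p = 2.8e-12, and adjusted p = 0.293 with an estimated correlation). *Flnc*, which crosslinks actin, had a log2 fold change of 1.82 (standard error 0.22) and *Spp1*, which encodes osteopontin, one of 1.97 (standard error 0.28), and both kept their calls whichever replicate was left out, as did *Vim*. *Emp1* (edgeR adjusted p = 0.074), *Tm4sf1* (0.13), *Osmr* (0.15), *Gbp2* (0.13) and *Fbln5* (0.13) lost theirs without replicate 1, and *Fbln5* also without replicate 3 (0.062).

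Some genes of the Hedgehog pathway, through which neurons signal to astrocytes, fell. Of 9, 3 fell and none rose (7 and 0 adjusted over the list alone; camera adjusted p = 1.2e-04, and adjusted p = 0.293 with an estimated correlation). *Ptch1*, the receptor and a target of the pathway, fell from 886 ± 229 to 316 ± 51.6 normalized counts (SD, n = 3 each), a log2 fold change of -1.47 (standard error 0.21, edgeR adjusted p = 4.6e-04), *Smo*, which passes the signal on, had -1.20 (standard error 0.23) and *Gli2*, a transcription factor of the pathway, -1.01 (standard error 0.26). *Smo* and *Gli2* lost their calls without replicate 1 (edgeR adjusted p = 0.14 and 0.33), and *Gli2* also without replicate 2 and without replicate 3. Markers of astrocytes were lower as well (33 of 34 below 0, median -0.63), and no test set the pathway against them. Genes of cytosolic ribosomes moved little: none of 59 was called in either adjustment, and the median was 0.086, with -0.14, 0.21 and 0.30 in animals 1, 2 and 3. The list had a camera adjusted p = 0.034, and adjusted p = 0.671 with an estimated correlation. Camera gave an adjusted p = 7.2e-05 without replicate 1, 0.295 without replicate 2, 0.763 without replicate 3 and 0.070 without the block, and fgsea one of 0.051. *Rpl10a*, whose coding sequence the transgene carries, had a log2 fold change of 0.03 (standard error 0.20), which turned negative with no filter and without replicate 3. Of 5 markers of choroid plexus and ependyma, none was called over all genes and 1 was lower adjusted over the list alone (median -0.13, camera adjusted p = 0.694).

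Animal 3 differed in several small RNAs. *Rn7sk* had 2934 and 6325 raw counts in Contralateral 3 and Stroke 3 and 754 to 1392 in the other libraries, *Rny1* had 990 and 3589 against 192 to 368, and *Bc1* 246 and 923 against 8 to 23. On the strand opposite to *Ccdc107*, 1394682 and 1052361 pairs were counted in animal 3 and 7317 to 94653 in the other libraries. The neuronal list lay 1.94 and 0.86 above the other libraries of its state in Contralateral 3 and Stroke 3, and the oligodendrocyte list 2.42 and 1.57 above. The nuclear RNA list lay 2.34 and 1.65 above, the mitochondrial DNA list 0.96 and 1.31 and the microglia list 0.88 and 1.05. For the astrocyte list these differences were -0.69 and -0.90.

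The 6 libraries can be split into 3 against 3 in 10 ways, too few for a share under 0.05. For genes higher in Stroke, the real split gave 252 and the highest other 1; for genes lower, 312 and 2; for lists past camera with the preset correlation, 33 and 24. In each case 1 of the 10 splits, the real one, gave as many. Only 3 of the other splits part the hemispheres of all 3 animals, as the real one does, and they gave 0 genes higher, 0 lower and 7 to 15 lists. The other 6, among them the highest, part those of only 1 animal. With the animal as a block, each of these 6 compares the hemispheres of that 1 animal alone. The 3 others turn the labels of 1 animal round and keep those of the rest. All of them thus hold Stroke differences, and the 6 have little power for single genes, so that the splits do not show what chance alone would give.

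A hypothesis tested was that motifs in promoters or 3′-UTRs set the changed genes apart, with tested genes matched on GC content as background. In promoters of genes that rose the adjusted permutation p was 0.323 for the heat shock element, 0.417 for NF-κB sites and 1 for AP-1 and CRE sites, and it was 1 for RBPJ sites in genes that fell; the shares and their 95% intervals were 2.4% (1.1 to 5.2) for the heat shock element against 1.1% in matched genes, 2.9% (1.4 to 5.8) against 1.6% for NF-κB, 7.3% (4.7 to 11.3) against 6.9% for AP-1, 3.7% (1.9 to 6.8) against 3.5% for CRE and 11.7% (8.5 to 15.8) against 11.6% for RBPJ. In genes that fell, the share with NF-κB sites was 3.3% (1.8 to 6.0) against 1.6% (adjusted permutation p = 0.196). Neither share of NF-κB sites passed, and genes that rose and genes that fell were not compared with each other. No excess was found for AP-1, CRE and RBPJ sites, but each interval reaches above the share in matched genes, and an adjusted p over the threshold, which had been set as the sign against a motif, does not show that shares are equal, so that a moderate excess stays open. AU-rich elements, which mark unstable RNAs, occurred in 3′-UTRs of 95 of 237 genes that rose (40.1%, against 30.3% in matched genes, adjusted permutation p = 0.00448), and QKI motifs in those of 144 of 294 genes that fell (49.0%, against 40.2%, adjusted permutation p = 0.00448) but not more often in genes that rose (32.9%, interval 27.2 to 39.1, against 34.0%, adjusted permutation p = 1). Among sequences with the same letters in another order, the AU-rich element ranked first of 21 and the QKI motif first of 120. Both results are consistent with a part for RNA-binding proteins in these changes, which the data do not test further.

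Another hypothesis was that the higher GC content of coding sequences in genes that rose and in genes that fell comes from their level of expression. In 20000 draws of tested genes matched on mean counts, the mean GC content was 53.2% for genes that rose (56.0% in the genes themselves) and 53.8% for genes that fell (55.7%), with a permutation p of 5e-05 in both, the smallest that these draws can give, which argues against that explanation.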
